# Controlled X‐chromosome dynamics defines meiotic potential of female mouse *in vitro* germ cells

**DOI:** 10.15252/embj.2021109457

**Published:** 2022-05-23

**Authors:** Jacqueline Severino, Moritz Bauer, Tom Mattimoe, Niccolò Arecco, Luca Cozzuto, Patricia Lorden, Norio Hamada, Yoshiaki Nosaka, So I Nagaoka, Pauline Audergon, Antonio Tarruell, Holger Heyn, Katsuhiko Hayashi, Mitinori Saitou, Bernhard Payer

**Keywords:** epigenetic reprogramming, *in vitro* model, meiosis, primordial germ cells, X‐chromosome inactivation, Chromatin, Transcription & Genomics, Development, Stem Cells & Regenerative Medicine

## Abstract

The mammalian germline is characterized by extensive epigenetic reprogramming during its development into functional eggs and sperm. Specifically, the epigenome requires resetting before parental marks can be established and transmitted to the next generation. In the female germline, X‐chromosome inactivation and reactivation are among the most prominent epigenetic reprogramming events, yet very little is known about their kinetics and biological function. Here, we investigate X‐inactivation and reactivation dynamics using a tailor‐made *in vitro* system of primordial germ cell‐like cell (PGCLC) differentiation from mouse embryonic stem cells. We find that X‐inactivation in PGCLCs *in vitro* and in germ cell‐competent epiblast cells *in vivo* is moderate compared to somatic cells, and frequently characterized by escaping genes. X‐inactivation is followed by step‐wise X‐reactivation, which is mostly completed during meiotic prophase I. Furthermore, we find that PGCLCs which fail to undergo X‐inactivation or reactivate too rapidly display impaired meiotic potential. Thus, our data reveal fine‐tuned X‐chromosome remodelling as a critical feature of female germ cell development towards meiosis and oogenesis.

## Introduction

The germ cell lineage is unique in its critical function to transmit genetic and epigenetic information from one generation to the next. In mice, primordial germ cells (PGCs), the precursors of eggs and sperm, are specified during early postimplantation development from somatic precursors in the proximal epiblast by inductive signals (Lawson *et al*, 1999; Ohinata *et al*, 2005, 2009). Thereafter, PGCs migrate and enter the future gonads where they receive sex‐specific somatic signals, which determine the germ cell sex and promote differentiation towards a spermatogenic or oogenic fate (Miyauchi *et al*, 2017; Spiller *et al*, 2017). While in males, germ cells enter mitotic arrest and differentiate into prospermatogonia, in females, germ cells instead progress into meiosis and oogenesis.

A hallmark feature of early germ cell development is the extensive epigenetic reprogramming (Kurimoto & Saitou, 2019), characterized by global changes in histone marks (Seki *et al*, 2005; Hajkova *et al*, 2008), DNA demethylation and erasure of genomic imprints (Hajkova *et al*, 2002; Seisenberger *et al*, 2012; Shirane *et al*, 2016). This establishes an epigenetic naive state (Ohta *et al*, 2017), which is required in order for PGCs to progress towards gonadal germ cell fate (Hill *et al*, 2018) and to control their timing to enter female meiosis (Yokobayashi *et al*, 2013). Ultimately, this erasure of parental information allows the reestablishment of new paternal and maternal marks during spermatogenesis and oogenesis, respectively, which are critical for the competence of egg and sperm to facilitate embryonic development in the next generation (Reik & Surani, 2015; Ohta *et al*, 2017).

In addition to these global changes, another important epigenetic reprogramming event takes place in the female germline; the reversal of silencing of the inactive X chromosome by X‐chromosome reactivation. While X‐chromosome inactivation (Lyon, 1961; Payer & Lee, 2008; Galupa & Heard, 2018) is the process by which female mammals (XX) achieve X‐linked gene dosage parity with males (XY), X‐reactivation takes place specifically in pluripotent epiblast cells of the mouse blastocyst (Mak *et al*, 2004; Borensztein *et al*, 2017) and in PGCs during their migration and upon their entry into the gonads (Sugimoto & Abe, 2007; Chuva de Sousa Lopes *et al*, 2008). Therefore, while X‐inactivation is associated with pluripotency exit and the differentiated state (Schulz *et al*, 2014), X‐reactivation is a key feature of naive pluripotency and germ cell development (Pasque *et al*, 2014; Payer, 2016; Janiszewski *et al*, 2019; Panda *et al*, 2020; Bauer *et al*, 2021; Talon *et al*, 2021). X‐reactivation in mouse PGCs is a multistep process, which initiates during PGC migration with downregulation of Xist, the long non‐coding master regulator RNA of X‐inactivation and concomitant loss of the associated histone H3K27me3 mark from the inactive X (Sugimoto & Abe, 2007; Chuva de Sousa Lopes *et al*, 2008). This process is regulated by repression of the *Xist* gene by the germ cell transcription factor PRDM14 (Payer *et al*, 2013; Mallol *et al*, 2019) and potentially by other members of the pluripotency network such as NANOG or OCT4 (Navarro *et al*, 2008), which are all expressed during PGC development. Subsequently, X‐linked genes become progressively reactivated during migration, with the process being completed after PGCs have reached the gonads, and following the initiation of oogenesis and meiosis (Sugimoto & Abe, 2007; Sangrithi *et al*, 2017). X‐linked gene reactivation is thereby thought to be enhanced by a female‐specific signal from gonadal somatic cells (Chuva de Sousa Lopes *et al*, 2008). Although the molecular nature of the X‐reactivation‐promoting signal is currently unknown, the timing of X‐linked gene reactivation around meiotic entry and the dependency of both processes on a female somatic signal suggest a potential mechanistic link. Until now it has not been formally tested, if, and to which degree, the X‐inactivation status might impact the meiotic and oogenic potential of germ cells. Furthermore, previous studies on the X‐inactivation and ‐reactivation dynamics during mouse germ cell development have been limited to few individual genes (Sugimoto & Abe, 2007) or have not been allelically resolved and therefore been unable to discriminate between transcripts expressed from either one or two X chromosomes (Sangrithi *et al*, 2017). Therefore, a comprehensive analysis of X‐inactivation and ‐reactivation kinetics and its functional relation to germ cell developmental progression is necessary to gain mechanistic insight.

Based on *in vitro* germ cell differentiation from mouse embryonic stem cells (ESCs) (Hayashi *et al*, 2011, 2012; Nakaki *et al*, 2013), we developed an X‐chromosome reporter system (XRep) to study the kinetics of X‐inactivation and ‐reactivation during germ cell development. We thereby provide a high‐resolution allelic analysis of X‐chromosome dynamics and discovered that germ cells with high meiotic and oogenic competence are characterized by a moderate degree of X‐inactivation and gradual X‐reactivation kinetics. In contrast, germ cells that failed to undergo X‐inactivation or which reactivated the X chromosome too rapidly displayed abnormal gene expression and differentiation characteristics. Thus, we found first evidence that a controlled sequence of X‐inactivation followed by X‐reactivation to be a characteristic hallmark of normal female germ cells. This suggests that both dosage control and epigenetic reprogramming of the X chromosome may be critical indicators for female germ cells' developmental potential to progress towards meiosis and oogenesis.

## Results

### XRep, a tailor‐made system for tracing X‐chromosome dynamics during *in vitro* germ cell development

In order to achieve a better understanding of the X‐chromosome dynamics during mouse germ cell development, we created a tailor‐made *in vitro* model system called XRep (Fig 1A). XRep combines the following features. First, it is based on a hybrid female embryonic stem cell (ESC) line containing one *Mus musculus* (X^mus^) and one *Mus castaneus* (X^cas^) X chromosome (Lee & Lu, 1999; Ogawa *et al*, 2008), allowing allele‐specific determination of gene expression. Moreover, this line was shown to be karyotypically highly stable (Lee & Lu, 1999; Bauer *et al*, 2021), therefore preventing X‐loss, a crucial prerequisite for X‐inactivation and ‐reactivation studies. Additionally, the cell line contains a *Tsix* truncation (TST) on X^mus^, forcing non‐random X‐inactivation of the X^mus^ upon cell differentiation (Luikenhuis *et al*, 2001; Ogawa *et al*, 2008). This enabled us to study the X‐inactivation and ‐reactivation dynamics specifically of the X^mus^ chromosome, while the X^cas^ would remain constitutively active. Second, primordial germ cell‐like cells (PGCLCs) can be obtained highly efficiently from XRep cells by doxycycline‐inducible overexpression of the germ cell fate specifier transcription factors BLIMP1 (also known as PRDM1), PRDM14 and TFAP2C (also known as AP2γ) (Nakaki *et al*, 2013), therefore bypassing the need for addition of cytokines. Last, the X‐chromosome status of XRep cells can be traced by dual X‐linked reporter genes placed in the *Hprt* locus (Wu *et al*, 2014), a GFP reporter on X^mus^ (XGFP) and a tdTomato reporter on X^cas^ (XTomato). This allows us to isolate distinct populations of cells, harbouring either two active X chromosomes (XGFP+/XTomato+) or one inactive and one active X (XGFP−/XTomato+), using fluorescence‐activated cell sorting (FACS). This gives us a unique advantage over *in vivo* studies, as it enables us to test the importance of X‐inactivation and ‐reactivation for germ cell development by isolating and further culturing cells of different X‐inactivation states. Taken together, this tailor‐made system allows us to assess X‐chromosome dynamics and its importance for female mouse germ cell development *in vitro*.

**Figure 1:**
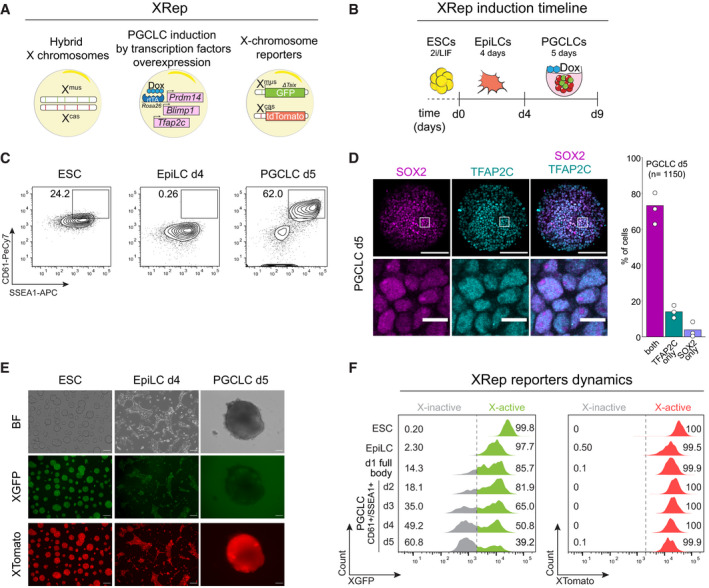
A tailor‐made system to trace X‐chromosome inactivation and reactivation dynamics during PGCLC induction Schematic representation of the features implemented in the XRep cell line. A hybrid background in which cells carry one X chromosome from *M.m. musculus* (X^mus^) and one from *M.m. castaneus* (X^cas^). The cell line carries an rtTA under the control of the *Rosa26* locus and piggyBac transposon‐based vectors with doxycycline (Dox)‐responsive promoters driving the expression of *Prdm14*, *Blimp1* and *Tfap2c*. The X^mus^ carries a GFP reporter and a truncation of the *Tsix* transcript while the X^cas^ carries a tdTomato reporter.Overview of the adapted PGCLC differentiation timeline. Stages of the culture system are shown.Representative FACS data of primordial germ cell‐specific surface markers CD61 and SSEA1 in ESCs, EpiLCs d4 and PGCLCs d5. Numbers indicate the percentages of SSEA1+/CD61+ gated cells over time. Shown are contour plots gated on live cells.Immunostaining of PGCLCs d5 cryosections for SOX2 (magenta) and TFAP2C (cyan). Barplot indicates the quantification of SOX2+ cells, TFAP2C+ cells and SOX2+/TFAP2C+. *n* = 1,150 cells, from *n* = 3 separate inductions, using two biological clones. The white squares represent the position of the magnified region at the bottom. Scale bar, 50 µm and 10 µm for the magnified region.Representative culture showing the X‐activity reporter during PGCLC induction. Images for bright field (BF), XGFP and XTomato were taken for ESCs, EpiLC d4 and PGCLC d5. Scale bar, 50 μm.Representative FACS data showing XGFP (left) and XTomato (right) distribution during PGCLC induction. Numbers indicate the percentage of cells gated according to the XGFP and XTomato status (grey = X‐inactive, green/red = X‐active). Dashed line indicates the transition from X‐active to X‐inactive according to XGFP levels. XGFP and XTomato percentages in ESCs, EpiLCs and d1 full bodies are calculated from the entire cell population, while in PGCLC d2 to PGCLC d5 are calculated from SSEA1+/CD61+ PGCLCs as indicated. Shown are histograms gated on live cells.

We first set out to assess competence for PGCLC differentiation of our XRep cell line. We slightly adapted published protocols (Hayashi & Saitou, 2013; Nakaki *et al*, 2013), by differentiating ESCs into epiblast‐like cells (EpiLCs) for 4 days, as differentiation for 2 days, as demonstrated in said previous studies, did not yield PGCLCs with our XRep cells likely due to their specific genetic background (Fig EV1A). Furthermore, we extended the induction time of PGCLC generation from 4 to 5 days to ensure sufficient time to undergo X‐inactivation (Fig 1B). We quantified PGCLC induction efficiency by FACS analysis, using SSEA1 and CD61 double‐positive staining to mark successfully induced PGCLCs (Fig 1C). At PGCLC day 5, we found ~ 60% of the cell population to be double‐positive for SSEA1/CD61, indicating a very high PGCLC induction efficiency when compared to the cytokine‐based protocol (Hayashi & Saitou, 2013) and in line with previous observations on transcription factor‐based PGCLC induction (Nakaki *et al*, 2013). To further assess the quality of our PGCLCs, we stained cryosections of PGCLC bodies at day 5 of induction for SOX2 and TFAP2C, both germ‐line expressed transcription factors. We observed that > 50% of cells were double‐positive for SOX2 and TFAP2C (Fig 1D), confirming PGCLC cell identity. We next wanted to assess X‐inactivation kinetics using our XGFP and XTomato reporters. As expected, XTomato stayed active throughout the differentiation (Fig 1E and F). In contrast, we observed downregulation of the XGFP reporter at day 2 of PGCLC differentiation, with the XGFP− population gradually increasing until day 5 (Fig 1E and F). Nevertheless, even at day 5, up to 40% of PGCLCs remained XGFP+ in our system (Fig EV1B). Despite this, the large majority of EpiLCs showed H3K27me3 foci (Fig EV1D–F), which suggests that both XGFP− and XGFP+ PGCLCs originated from EpiLCs that had initiated X‐inactivation. We do, however, note that EpiLCs still retained XGFP protein staining (Figs 1E and F, and EV1D and F), while XGFP transcripts were being downregulated (Fig EV1C), indicating that protein stability of GFP gives a delayed read‐out of X‐inactivation kinetics. Nevertheless, at the PGCLC stage, the XGFP signal faithfully reflected the X‐inactivation state, as XGFP was only detected in cells without the X‐inactivation‐specific H3K27me3 spot (Fig EV1D–F).

**Figure EV1:**
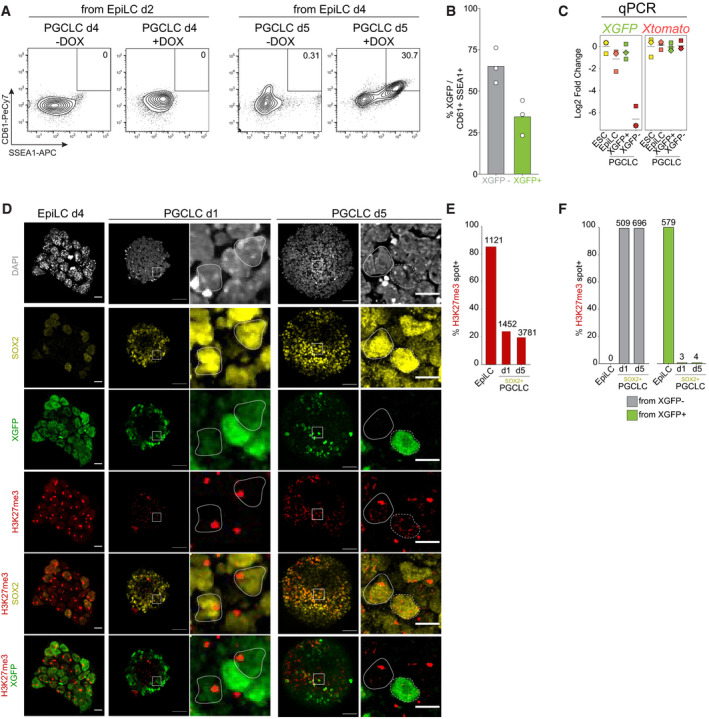
A tailor‐made system to trace X‐chromosome inactivation and reactivation dynamics during PGCLC induction The left panel shows representative contour plots of FACS analysis of PGCLC induction, without or with Dox, in PGCLC d4 induced from EpiLC d2. The right panel shows PGCLC d5 induced from EpiLC d4. The number indicates the percentage of gated germ cells identified by CD61 and SSEA1 signal. Shown are contour plots gated on live cells.Bar plots showing XGFP percentages from CD61+ SSEA1+ PGCLCs. Each dot represents a separate induction (*n* = 3), performed in two biological clones.Quantitative RT–PCR of XGFP and XTomato reporters throughout the differentiation timeline, normalized to embryonic stem cells. Horizontal line indicates mean fold change for three separate inductions, using two different clones.Immunolabelling with antibodies against SOX2 (yellow), XGFP (green) and H3K27me3 (red) in EpiLCs, PGCLCs d1 and PGCLCs d5. Images show representative groups of cells showing H3K27me3 enrichment on the X^mus^. The white squares represent the position of the magnified region at the right. Cells were counterstained with DAPI (grey). Dashed line indicates SOX2+/H3K27me3‐ cells. Continuous line indicates SOX2+/H3K27me3+ cells. Scale bar, 50 and 10 µm for the magnified region.Barplots indicating the percentage of cells having H3K27me3 accumulation. PGCLC d1 and PGCLC d5 H3K27me3 percentages are calculated from SOX2‐positive cells. On top of the bars, the total cell number analysed from *n* = 3 separate inductions, using two biological clones, is indicated.Barplots indicating the percentage of H3K27me3 accumulation separated by XGFP− and XGFP+ cells. PGCLC d1 and PGCLC d5 H3K27me3 percentages are calculated from SOX2‐positive cells. On top of the bars, the total cell number analysed from *n* = 3 separate inductions, using two biological clones is indicated.

In summary, using our tailor‐made XRep cell line, we could show that X‐inactivation initiates early during PGCLC differentiation. Additionally, our system enables the isolation of distinct PGCLC populations, either having undergone X‐inactivation or harbouring two active X chromosomes, suggesting that PGCLC specification can occur in the absence of X‐inactivation as well.

### XGFP+ and XGFP− PGCLCs define distinct subpopulations

Having identified two distinct PGCLC populations, we set out to characterize the transcriptional changes taking place during differentiation. We induced EpiLCs from ESCs for 4 days and subsequently induced PGCLCs for 5 days, at which stage we isolated XGFP+ and XGFP− PGCLCs by FACS (Fig EV2A). 

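The bulk expression values used here cover 16 libraries, 4 each of ESCs, EpiLCs, XGFP+ PGCLCs and XGFP− PGCLCs. They are the authors' normalized counts, that is, read counts per gene divided by 1 DESeq2 size factor per library, for 16335 genes. Dividing each column by its smallest step gives back whole reads, within 0.01 read for 100% of the values in the lowest library. Recovered reads on genes had a median per group of 35.4 M, 37.8 M, 40.6 M and 38.4 M for ESCs, EpiLCs, XGFP+ and XGFP− PGCLCs, with a range of 29.8 M to 46.5 M over all libraries. Labels number the libraries of a group 1 to 4 without naming the clone, so the 4 libraries are treated as independent, and the tests on them cannot tell the spread between clones from that between technical replicates. If they are technical replicates of fewer clones, as the paper's text has it, the p values given here are too small. Within a group, the libraries differed by more than sampling noise, with a chi-square per gene between 8.83 and 44.7 for pairs of libraries, while Spearman's rho across genes between libraries of a group lay between 0.990 and 0.997. Differential expression was tested with limma-trend on log2(normalized count + 1), over all 16 libraries, in genes with a mean normalized count above 10. Called genes have a Benjamini-Hochberg FDR below 0.001. Positions are those of GENCODE vM21 on mm10, and SDs are over the 4 libraries of a group.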

With these samples, we performed allele‐specific RNA‐sequencing on two biological replicates (different clones) with two technical replicates each. Principal component analysis (PCA) of the expression profiles showed a high coherence between replicates, with ESCs, EpiLCs and PGCLCs occupying distinct clusters (Fig 2A). Moreover, we observed that XGFP+ and XGFP− PGCLCs clustered separately, indicating distinct expression profiles of the two populations. 

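A PCA was computed here on log2(normalized count + 1) of the 500 most variable genes with a mean normalized count above 10, without scaling. PC1 and PC2 held 54.45% and 38.72% of the variance. The distance between the centres of the XGFP+ and XGFP− PGCLC libraries in PC1 and PC2 was 12.85 times their mean distance from their own centre. None of the other 34 ways to split the 8 PGCLC libraries 4 against 4 gave as large a separation (exact two-sided permutation test, n = 4 per group, p = 0.0286, which is the smallest p this design allows, and 0.0286 after adjustment over 2 comparisons). Leaving out 1 library moved this value most, to between 10.1 and 18.96.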

To exclude the possibility that the distinct clustering of PGCLC populations was influenced by the different X‐status of the two, we repeated the PCA while eliminating X‐chromosome‐linked genes from the analysis. We observed a highly similar clustering of samples with minimal changes in component variances (Fig EV2B). 

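Of the 500 genes behind the PCA of all genes, 30 are X-linked. With every X-linked gene of the annotation removed before the 500 most variable genes were taken, PC1 and PC2 held 53.37% and 39.65% of the variance and the separation of XGFP+ from XGFP− PGCLC libraries was 12.67. The real grouping again gave the largest separation of the 35 splits (exact two-sided permutation test, n = 4 per group, p = 0.0286, adjusted p = 0.0286). 5 of the genes used have no entry in the annotation, so their chromosome was not checked.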

In order to assess whether transcriptional differences in XGFP+ and XGFP− PGCLCs could be explained by differences in developmental timing, we took advantage of published datasets of female *in vivo* PGCs from E9.5, E10.5, E11.5 and E12.5 embryos (Nagaoka *et al*, 2020) and compared expression profiles to our *in vitro* derived PGCLCs (Fig 2B). PCA revealed a trajectory where PC1 defined the developmental timing of *in vivo* and *in vitro* samples, whereas PC2 did not greatly contribute to the separation of our *in vitro* PGCLCs (PC loadings in Dataset EV4). We found that both PGCLC populations clustered around E10.5, with XGFP+ cells corresponding to a slightly advanced developmental stage. Therefore, as XGFP+ and XGFP− PGCLCs seemed to correspond to a similar developmental time point, we wanted to characterize their transcriptional differences in more detail. We performed differential gene expression analysis and could identify 2,684 upregulated and 2,437 downregulated genes in XGFP− PGCLCs, when compared to XGFP+ PGCLCs (Figs 2C–E and EV2C and D). 

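Of 16281 genes tested here, 1833 were higher and 2040 lower in XGFP− than in XGFP+ PGCLCs at FDR < 0.001 (limma-trend, two-sided, 4 libraries per group). The alternative that moved these counts most was a requirement of an absolute log2 fold change above 1, which left 662 higher and 1159 lower genes. The DESeq2 Wald test on the recovered reads called 2552 and 2499 genes, and shares 3823 genes with the 3873 called by limma. The median log2 fold change over all genes tested was 0.01. The largest increases among called genes were in *Slc39a8* (ENSMUSG00000053897, 3:135825279-135888572), from 14.8 ± 6.48 to 419 ± 150.8 (log2 fold change 4.76, FDR = 7.2e-09), *Sp8* (ENSMUSG00000048562, 12:118846329-118852576), from 21.8 ± 6.81 to 382.7 ± 103.5 (4.08, FDR = 3.8e-10), and *Pamr1* (ENSMUSG00000027188, 2:102550012-102643041), from 27.04 ± 16.7 to 356.6 ± 43.3 (3.82, FDR = 1.7e-05). The largest decreases were in *Klf9* (ENSMUSG00000033863, 19:23141226-23168134), from 1023 ± 315.9 to 33.1 ± 6.71 (−4.88, FDR = 1.5e-12), and *Zfp57* (ENSMUSG00000036036, 17:37001163-37010635), from 2004 ± 543 to 73.98 ± 9.88 (−4.71, FDR = 2.3e-12). *Tuba3b* (ENSMUSG00000067338, 6:145615757-145621479) fell from 376.5 ± 72.2 to 15.0 ± 8.64 (−4.67, FDR = 9.6e-10), and 1 of its 4 XGFP− libraries lies apart from the other 3. Values are normalized counts, mean ± SD of 4 libraries. 20 genes named for the study's claims were set as a list, of which 14 passed FDR 0.001 over all genes and 15 when adjusted over the list alone. The second count is not independent evidence, since the study chose the genes on these samples.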

Among the genes significantly upregulated in XGFP− PGCLCs, we found early germ cell genes including *Blimp1 (Prdm1)*, *Prdm14* and *Tfap2c* (Figs 2D and EV2C). In contrast, in XGFP+ PGCLCs, we observed higher expression of pluripotency genes such as *Esrrb* and *Zfp42* and a subset of late germ cell genes like *Dazl*.

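*Prdm1* (ENSMUSG00000038151, 10:44437177-44528501) had normalized counts of 4013 ± 149.04 in XGFP+ and 6959 ± 364.9 in XGFP− PGCLCs (mean ± SD, 4 libraries each), a log2 fold change of 0.79 with an SE of 0.181 and FDR = 0.00143, above the threshold of 0.001. It passed the threshold in 4 of 17 alternatives, with an FDR from 5.4e-07, in a model of the PGCLC libraries alone, to 0.0051, and it rose by 0.77 to 0.83 over all 17. *Prdm14* (ENSMUSG00000042414, 1:13113457-13127163) had 3411 ± 263.2 and 4291 ± 136.7, a log2 fold change of 0.33 with an SE of 0.453 and FDR = 0.573. Only the model of the PGCLC libraries alone called it (FDR = 0.000782, highest 0.681), and 1 of its XGFP+ libraries lies apart from the other 3. The spread is pooled over the 16 libraries, and those of EpiLCs, at 176.6 ± 137.4, vary widely on the log scale. *Tfap2c* (ENSMUSG00000028640, 2:172549593-172558622) had 4799 ± 468 and 5979 ± 180, a log2 fold change of 0.32 with an SE of 0.120 and FDR = 0.0337, and none of 17 alternatives called it (FDR 0.00185 to 0.0911). All 3 genes are also expressed from induced transgenes in this protocol, and the counts do not separate transgene from endogenous transcripts.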

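*Zfp42* (ENSMUSG00000051176, 8:43295063-43306980) fell from 15045 ± 1505 normalized counts in XGFP+ to 5757 ± 1171 in XGFP− PGCLCs (mean ± SD, 4 libraries each), a log2 fold change of −1.40 with an SE of 0.233 and FDR = 7.7e-05. *Esrrb* (ENSMUSG00000021255, 12:86361117-86521628) fell from 16195 ± 634 to 11420 ± 865, a log2 fold change of −0.51 with an SE of 0.217 and FDR = 0.0619, so it was not called. Only the model of the PGCLC libraries alone called it (FDR = 3.4e-05, highest 0.129 over the alternatives). *Nanog* (ENSMUSG00000012396, 6:122707489-122714633) changed by −0.25 (FDR = 0.0233) and was not called in any of 17 alternatives. *Dazl* (ENSMUSG00000010592, 17:50279395-50293636) fell from 4792 ± 2364 to 347.6 ± 312.3, a log2 fold change of −4.05 with an SE of 0.416 and FDR = 3.4e-07. Its SD between XGFP+ libraries is close to 1/2 of their mean, and leaving out 1 library at a time gave between −4.58 and −3.70. *Dppa3* (ENSMUSG00000046323, 6:122626410-122630272) fell from 9728 ± 160 to 5197 ± 640 (−0.91, FDR = 4.3e-05). *Ddx4* (ENSMUSG00000021758, 13:112598333-112652475) fell from 461 ± 40.1 to 223.6 ± 53.7 (−1.06, FDR = 1.9e-05).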

**Figure EV2:**
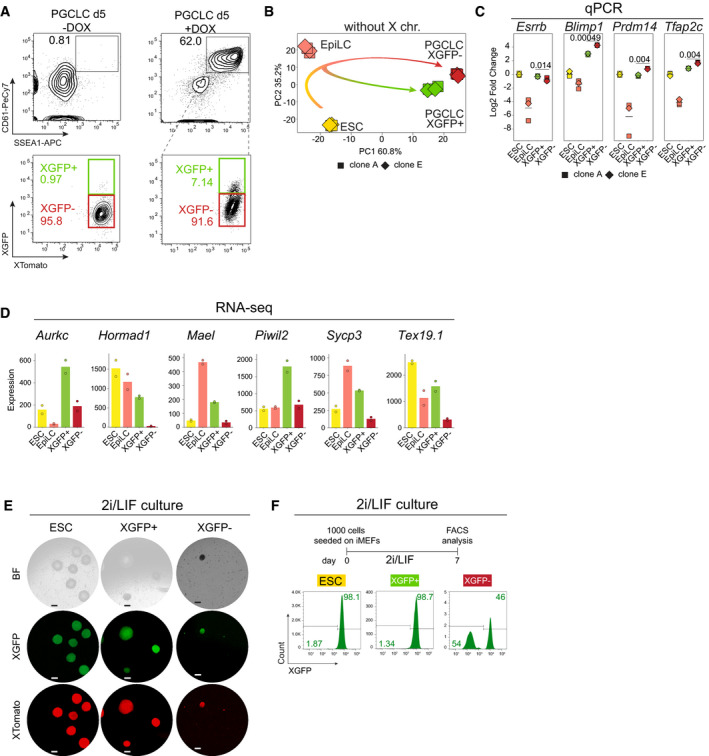
Gene expression analysis reveals two PGCLC subpopulations Top panel shows representative contour plots of FACS analysis of PGCLC induction, without or with Dox, in PGCLC d5. The number indicates the percentage of gated germ cells identified by CD61 and SSEA1 signal. Bottom panel indicates the percentages of XGFP+ (green box) or XGFP− (red box) cells. For the +Dox condition, percentages of XGFP+ and XGFP− cells originating from SSEA1+/CD61+ gate are shown. Shown are contour plots gated on live cells.PCA of gene expression dynamics during PGCLC differentiation. *n* = Top 500 most variable genes excluding X‐chromosomal genes. Axes indicate the variance. Arrows indicate hypothetical trajectory. Shapes indicate the clones (A11 = square, E9 = rhombus).Quantitative RT–PCR of selected differentially expressed early germ cell marker genes in ESCs, EpiLCs, XGFP+ PGCLCs and XGFP− PGCLCs during the differentiation time course. Each point represents a separate biological replicate, originating from either clone A or clone E. *n* = 3 biological replicates. The numbers above the bars indicate *P*‐values (two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults).Expression levels (normalized DEseq2 counts) of selected differentially expressed meiosis marker genes in ESCs, EpiLCs, XGFP+ PGCLCs and XGFP− PGCLCs during the differentiation time course. Genes with FDR < 0.001 were considered significantly differentially expressed. Points indicate expression of individual biological replicates.Representative images showing the X‐activity reporter status in colonies formed by ESCs, XGFP+ PGCLCs and XGFP− PGCLCs after 7 days of culture in 2i/LIF on immortalized mouse embryonic fibroblasts. BF, bright field. Scale bars = 200 μm.FACS analysis showing the X‐reporter status of the indicated cell types after 7 days of culture in 2i/LIF on immortalized mouse embryonic fibroblasts. Numbers indicate the percentage of cells falling in the corresponding gate. Histograms come from XTomato+ gated cells depleted of immortalized mouse embryonic fibroblasts.

**Figure 2:**
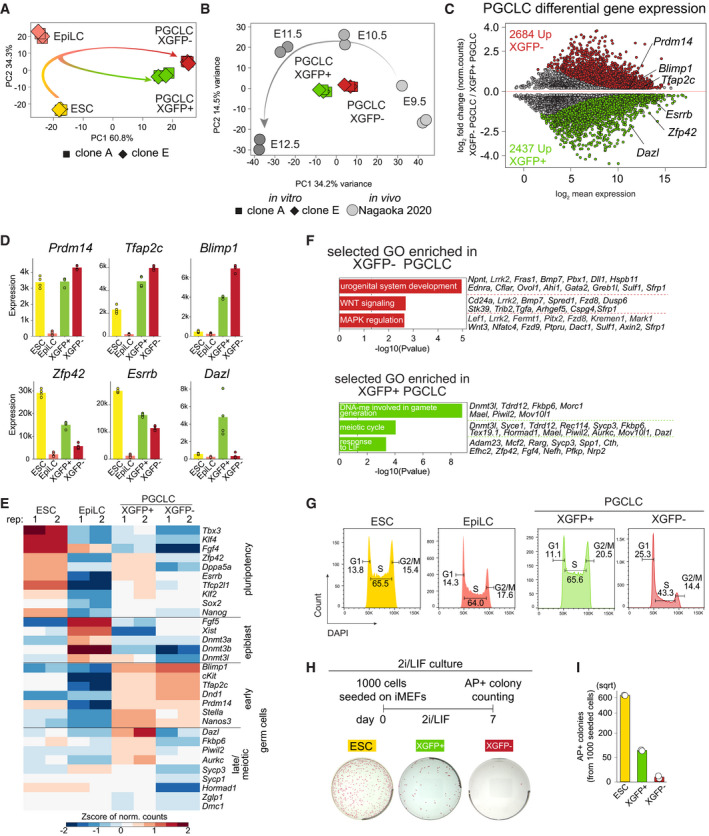
Gene expression analysis reveals two PGCLC subpopulations PCA of gene expression dynamics during PGCLC differentiation. Four biological replicates are shown. *n* = top 500 most variable genes. PGCLCs were sorted for SSEA1 and CD61 expression and further divided into XGFP+ and XGFP−. Axes indicate the variance. Arrows indicate hypothetical trajectory. Shapes indicate the biological clone (clone A11 = square, clone E9 = rhombus).PCA of gene expression dynamics compared to *in vivo* samples from Nagaoka *et al* (2020). *n* = top 500 most variable genes, calculated including *in vivo* samples. Grey arrow indicates putative developmental trajectory. Shapes indicate the replicates (clone A11 = square, clone E9 = rhombus, *in vivo* samples = circle).MA plot of differential gene expression changes between XGFP− and XGFP+ PGCLCs as determined by RNA‐seq. Log2‐mean expression (log2‐normalized counts from DESeq2) on the X‐axis and the log2‐fold change on the Y‐axis are shown. Significantly upregulated and downregulated genes are highlighted in red and green respectively. False discovery rate (FDR) < 0.001. Non‐significant genes with log2‐mean expression between 0 and 0.2 were removed for easier plot visualization.Expression levels (normalized DEseq2 counts) of selected differentially expressed genes between XGFP− and XGFP+ PGCLCs during the differentiation time course. Genes with FDR < 0.001 were considered significantly differentially expressed. Points indicate expression of individual biological replicates.Heatmap of RNA‐seq normalized counts showing the Z‐score across PGCLC induction time points of 31 manually selected and manually ordered marker genes belonging to the categories reported on the side.Selected GO terms enriched in XGFP− PGCLCs and XGFP+ PGCLCs.FACS analysis of cell cycle using DAPI. Numbers indicate the percentage of cells in G1, S and G2/M respectively.Alkaline phosphatase staining for ESCs, XGFP+ PGCLCs and XGFP− PGCLCs grown for 7 days in 2i/LIF medium on immortalized mouse embryonic fibroblasts.Barplot indicating the absolute numbers of alkaline phosphatase (AP)‐positive colonies in each cell type after 7 days of culture in 2i/LIF medium on immortalized mouse embryonic fibroblasts. Y‐axis is in square root scale (sqrt) for better plot visualization. Each white dot represents one technical replicate. Source data are available online for this figure.

Moreover, when we performed functional annotation by gene ontology (GO) term analysis, we observed enrichment for genes involved in urogenital system development, MAPK regulation and WNT signalling in XGFP− PGCLCs, while genes upregulated in XGFP+ PGCLCs were enriched for DNA methylation involved in gamete generation, meiotic cell cycle and response to LIF signalling (Figs 2F and EV2D). MAPK signalling is known to be inhibited by double X‐dosage (Schulz *et al*, 2014; Song *et al*, 2019; Genolet *et al*, 2021), which might explain enrichment of this pathway in our XGFP− PGCLCs. LIF signalling on the other hand, which is enriched in our XGFP+ PGCLCs, is known to enable expression of the naive pluripotency network, which represses *Xist,* thereby promoting the active X state (Payer & Lee, 2014; Panda *et al*, 2020). Furthermore, enrichment for meiotic cell cycle genes in XGFP+ PGCLCs such as *Aurkc*, *Dazl* and *Piwil2* (Fig EV2D), suggests a premature activation of a subset of meiotic genes in XGFP+ PGCLCs.

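Normalized counts of *Aurkc* (ENSMUSG00000070837, 7:6995300-7003091) were 544 ± 93.5 in XGFP+ and 190.7 ± 65.8 in XGFP− PGCLCs (mean ± SD, 4 libraries each), a log2 fold change of −1.55 with FDR = 5.0e-05. *Piwil2* (ENSMUSG00000033644, 14:70372477-70429383) went from 1801 ± 215.05 to 679 ± 194.05 (−1.44, FDR = 4.2e-06). Among other meiotic and germline genes, *Hormad1* (ENSMUSG00000028109, 3:95559677-95587671) went from 780 ± 165.8 to 33.6 ± 18.04 (−4.63, FDR = 3.4e-09), *Mael* (ENSMUSG00000040629, 1:166201201-166238747) from 181.3 ± 15.3 to 35.6 ± 16.4 (−2.41, FDR = 3.8e-07) and *Sycp3* (ENSMUSG00000020059, 10:88459569-88473236) from 534 ± 39.0 to 128.9 ± 31.1 (−2.07, FDR = 8.8e-09). *Tex19.1* (ENSMUSG00000039329, 11:121146143-121148319) changed by −2.36 (FDR = 1.4e-07). *Prdm9* (ENSMUSG00000051977, 17:15543079-15564354) was low in both, at 59.8 ± 10.2 and 37.8 ± 6.62, and its change of −0.65 was not called (FDR = 0.0122). These genes were picked for their known roles, and no enrichment test was run on them here. From genes such as *Aurkc*, *Dazl* and *Piwil2*, the paper proposes that some meiotic genes are switched on too early in XGFP+ PGCLCs. These genes were lower in ESCs (159.2, 578.7 and 561) and EpiLCs (31.8, 242.9 and 596.1). *Hormad1* was higher in ESCs (1520) and EpiLCs (1173) than in XGFP+ PGCLCs. *Mael* (468.6) and *Sycp3* (887.3) were higher in EpiLCs and lower in ESCs. *Tex19.1* was higher in ESCs (2496) and lower in EpiLCs. For these last genes, a start of expression in XGFP+ PGCLCs is not shown.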

One characteristic feature of PGCLCs is changes in cell cycle progression and proliferation upon differentiation (Ohta *et al*, 2017), both of which are known to be affected by MAPK, as well as LIF signalling pathways (Meloche & Pouysségur, 2007; Onishi & Zandstra, 2015). We therefore performed cell cycle analysis using DAPI and found that ESCs, EpiLCs and XGFP+ PGCLCs shared highly similar profiles, with the majority of cells (> 60%) residing in S phase. In contrast, XGFP− PGCLCs showed a decreased number of cells in S phase, concomitant with an increase in cells in G1, suggesting a slower proliferation of this population (Fig 2G).

As our transcriptomics and cell cycle analysis suggested that XGFP+ PGCLCs could correspond to an aberrant PGCLC state with properties related to ESCs, we set out to address if this would also lead to an advantage in growth and survival under physiological conditions favouring ground‐state pluripotent stem cells. We therefore isolated XGFP+ and XGFP− PGCLCs at day 5 and seeded them (1,000 cells per six‐well) on irradiated mouse embryonic fibroblasts in 2i/LIF medium (Fig 2H and I), which previously has been reported to allow the establishment of pluripotent embryonic germ cell (EGC) lines from *in vivo* mouse PGCs (Leitch *et al*, 2010). When we then compared EGC colony formation capacity, we found that while almost no colonies (2 from 1,000 seeded cells) originated from XGFP− PGCLCs, we observed a substantially higher number of colonies (*n* = 84) from XGFP+ PGCLCs, albeit still fewer than when re‐plating ESCs (633 colonies). Importantly, both ESCs and XGFP+ PGCLCs retained two active X chromosomes, while only a subset of XGFP− PGCLCs had undergone XGFP‐reactivation during EGC colony formation (Fig EV2E and F).

In summary, RNA expression analysis of XGFP+ and XGFP− PGCLCs showed a PGC‐like transcriptome of both populations, further suggesting that X‐inactivation and PGCLC induction can be uncoupled in our system. However, we observed that XGFP+ PGCLCs displayed higher expression of several naive pluripotency genes as well as premature expression of a subset of meiotic genes and a rapid cell cycle. Moreover, considering their higher ability to form EGC colonies under ground‐state pluripotency conditions, this suggests that XGFP+ PGCLCs may correspond to an aberrant PGCLC state with pluripotent stem cell‐related features. This indicates that X‐inactivation could be necessary for correct PGCLC maturation, or alternatively, be a sensitive biomarker of high‐quality PGCLCs.

### Heterogeneous and moderate X‐inactivation is a feature of germ cell fate *in vitro* and *in vivo*

To this point, due to the lack of an allele‐specific transcriptomic analysis, the X‐inactivation and ‐reactivation dynamics during mouse PGC development *in vivo* and *in vitro* have not been assessed on a chromosome‐wide level. Therefore, to determine X‐chromosome‐wide gene inactivation kinetics during PGCLC differentiation, we assessed the allelic expression ratio between the inactive X^mus^ and the active X^cas^. 

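Allelic ratios are the authors' values per gene and library, the share of allele-specific reads that carry the X mus (129S1/SvImJ) allele, mus/(mus + cas), where 0.5 is equal expression of both alleles. The values come without the number of reads behind them, so the counting error of a ratio is not known, and a value of 0 also stands for a gene without allelic reads. Of the genes on the X chromosome and chromosome 13, 1302 and 670 in all, 1019 are at 0 in each of the 16 libraries. Genes were used here when the mean ratio of the 4 ESC libraries lay above 0.3 and below 0.7, which kept 17.8% of the X-linked genes, and 86.6% of those kept have a mean normalized count above 10.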

We performed PCA of the allelic ratio of our samples in addition to neural progenitor cells (NPCs) from the same parental clone (Bauer *et al*, 2021) to include a cell type shown to have undergone complete X‐inactivation (Fig 3A). We observed that the PC1 of the PCA defined the degree of X‐inactivation, separating samples with two active Xs on the left (ESCs and XGFP+ PGCLCs), and with one inactive X on the right (XGFP− PGCLCs and NPCs). Moreover, we noticed that EpiLCs were positioned at the centre, suggesting an intermediate degree of X‐inactivation. 

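A PCA of the X-linked ratios was computed here over 16 libraries, for the 23.7% of X-linked genes that have a mean normalized count above 10 and a ratio above 0 in at least 1 library. NPC values were not used here. PC1 held 48.35% and PC2 9.40% of the variance. On PC1 the libraries had scores, as mean ± SD of 4, of −2.82 ± 0.232 in ESCs, −1.52 ± 0.564 in XGFP+ PGCLCs, 1.06 ± 0.483 in EpiLCs and 3.28 ± 0.0562 in XGFP− PGCLCs. The ranges of the 4 groups do not overlap.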

We next determined X‐inactivation kinetics, while focussing on genes biallelically expressed in ESCs (Fig EV3A) (allelic expression ratio > 0.3 and < 0.7) and established an X‐inactivation cut‐off of an allelic ratio of 0.135, according to the distribution of genes in NPCs and the local minimum (Fig EV3B), and similar to cut‐offs used in previous studies (Peeters *et al*, 2014; Borensztein *et al*, 2017; Xu *et al*, 2017; Janiszewski *et al*, 2019; Bauer *et al*, 2021). 

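On chromosome 13, 39.3% of the 670 genes with a ratio have a mean in ESCs above 0.3 and below 0.7. Their median ratio was 0.500 in ESCs, 0.493 in EpiLCs, 0.502 in XGFP+ and 0.497 in XGFP− PGCLCs. As a mean ± SD of 4 library medians these were 0.500 ± 0.00201, 0.496 ± 0.00450, 0.500 ± 0.00232 and 0.497 ± 0.00354. The shift of the median from ESCs to XGFP− PGCLCs, −0.00308, was not larger than a random grouping gives (exact two-sided permutation test on library medians, n = 4 per group, p = 0.171, adjusted p = 0.257 over 3 comparisons). For EpiLCs the shift was −0.00666 (exact p = 0.171, n = 4). Leaving out 1 library moved the XGFP− shift most, to between −0.0041 and −0.000474, without a p below 0.05. At or below a ratio of 0.135 were 4 of the genes in EpiLCs, 10 in XGFP+ and 12 in XGFP− PGCLCs.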

As a control, we assessed the allelic expression ratio of the fully hybrid chromosome 13, which maintained biallelic expression throughout the time course (Fig EV3C). In contrast, we observed initiation of X‐linked gene silencing in EpiLCs, progressing further in XGFP− PGCLCs, while XGFP+ PGCLCs showed biallelic expression, similar to ESCs (Fig 3B). 

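Over the X-linked genes biallelic in ESCs, the median ratio was 0.474 in ESCs (quartiles 0.408 and 0.508), 0.230 in EpiLCs (0.126 and 0.334), 0.401 in XGFP+ (0.280 and 0.478) and 0.0292 in XGFP− PGCLCs (0.000939 and 0.185). The mean ± SD of the 4 library medians was 0.466 ± 0.0111, 0.215 ± 0.0219, 0.394 ± 0.0188 and 0.0168 ± 0.00304, so no library of 1 group reaches into another. From ESCs the median shifted by −0.244 in EpiLCs, −0.0732 in XGFP+ and −0.445 in XGFP− PGCLCs. Each shift has an exact two-sided permutation p of 0.0286 on library medians (n = 4 per group), the smallest possible, and an adjusted p of 0.0286 over 6 comparisons. The other 3 pairs of groups gave the same p, with XGFP− below EpiLCs by a shift of −0.201 and XGFP+ above them. Over the alternatives the XGFP+ shift ran from −0.0924, with an ESC window of 0.2 to 0.8, to −0.0488, among genes of Dataset EV3. At or below 0.135 were 28.9% of the genes in EpiLCs, 7.33% in XGFP+ and 71.6% in XGFP− PGCLCs. From these ratios the paper reasons that silencing begins in EpiLCs and proceeds in XGFP− PGCLCs, while XGFP+ PGCLCs resemble ESCs.

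**Figure D1:**
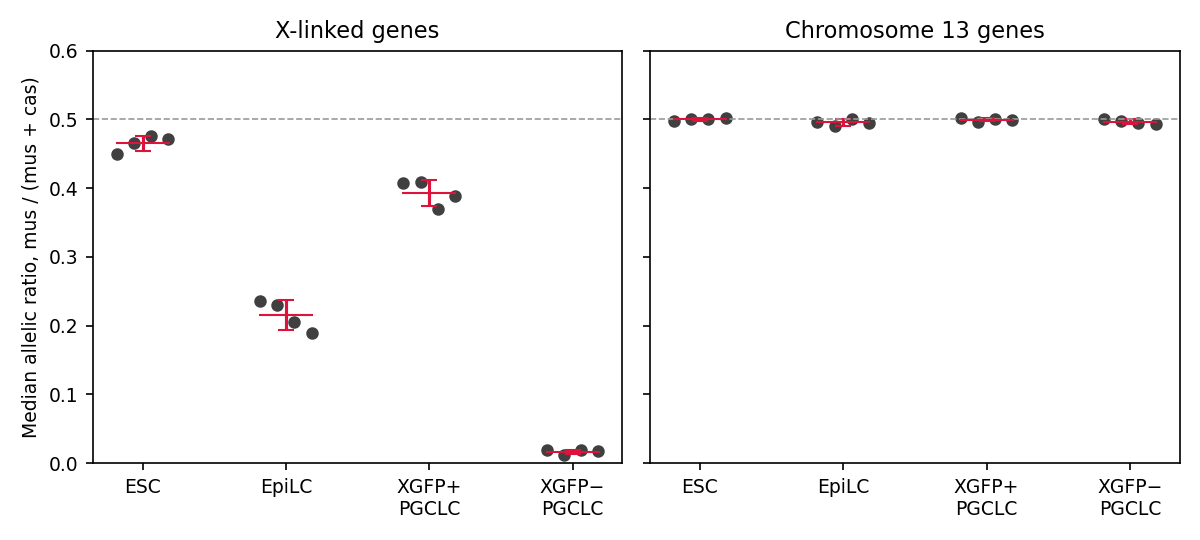
Median allelic ratio, mus/(mus + cas), of each bulk library (points) with mean ± SD per group, for X-linked genes (left) and chromosome 13 genes (right) biallelic in ESCs. On the X chromosome the group means run from 0.466 in ESCs to 0.0168 in XGFP− PGCLCs, while on chromosome 13 they stay near the dashed line at 0.5.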

To assess X‐inactivation dynamics in more detail, we grouped X‐linked genes according to their silencing kinetics (Fig 3C). We found 62 genes to have undergone X‐inactivation (XCI) in EpiLCs (termed early XCI), and 138 genes to have undergone inactivation in PGCLCs (late XCI). Moreover, to our surprise, we observed a large number of genes (93) to still be active in XGFP− PGCLCs (escapees). In comparison, we observed 46 genes escaping X‐inactivation in NPCs (Bauer *et al*, 2021), out of which 37 were also found to be escapees in PGCLCs (Fig 3D). 

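Genes were called early XCI here when the mean ratio of the 4 EpiLC libraries was at or below 0.135, and late XCI when that of XGFP− PGCLCs, and not of EpiLCs, was. This gave 67 early XCI genes and a late group with 44.8% of the biallelic genes, and 5 of the early genes were above the threshold again in XGFP− PGCLCs. Restricting to genes with a mean normalized count above 100 in every group moved the early count most, to 28 early and 57 late genes. Genes of Dataset EV3 alone gave 31 early genes, and an ESC window of 0.2 to 0.8 raised the early count by a factor of 1.99. Single ESC libraries also matter, since leaving out 1 of them raised the early count to between 87 and 98. Among the 62 early genes that are not also above the threshold in XGFP− PGCLCs, 16 had a ratio of 0 in all 4 EpiLC libraries and 11 in all 4 XGFP+ libraries, which is where silencing and a lack of allelic reads look alike. *Dusp9* (ENSMUSG00000031383, X:73639419-73643514) is an early gene with a well-filled total count, with mean ratios of 0.427 in ESCs, 0.118 in EpiLCs, 0.300 in XGFP+ and 0.00321 in XGFP− PGCLCs. Of the genes in Dataset EV3, 144 have a ratio in the values used here, all but 1 of those are biallelic in ESCs, and each of these falls into the category given there.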

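Escapees were counted here as genes with a mean ratio above 0.135 in the 4 XGFP− PGCLC libraries, which gave 66 genes. Leaving out 1 library at a time gave between 65 and 75. The highest mean ratios in XGFP− PGCLCs were those of *Gm5402* (ENSMUSG00000083438, X:94671503-94673120), at 1 ± 0 against 0.5 ± 0.577 in ESCs, *Gm8216* (ENSMUSG00000084303, X:144847683-144848283), at 0.969 ± 0.0625, and *H3f3a-ps1* (ENSMUSG00000082284, X:101824515-101824924), at 0.833 ± 0.236 (mean ± SD of 4 libraries). These are pseudogenes or predicted genes whose ratios differ widely between libraries, with SDs that exceed the mean ratio in some groups, so their place in the ranking is uncertain. The same holds for *Gm3931* (ENSMUSG00000083711, X:103319111-103319565) and *Gm5863* (ENSMUSG00000082927, X:120160710-120161717), at 0 in EpiLCs and 0.25 ± 0.5 in XGFP− PGCLCs, which therefore count as both early XCI genes and escapees.

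**Figure D2:**
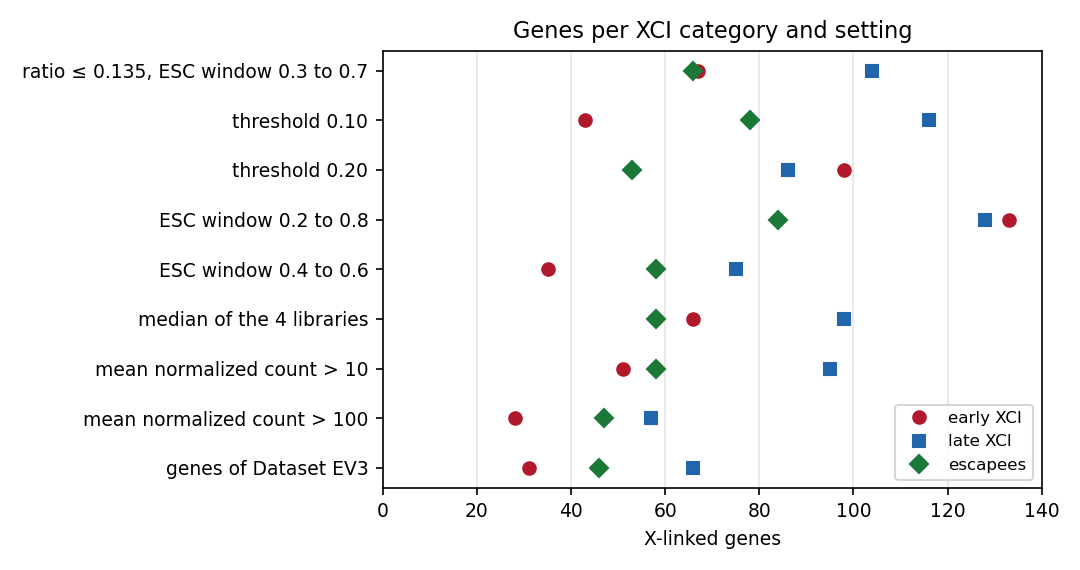
Number of X-linked genes per XCI category (x axis, counts) under the settings tried (y axis). Early XCI genes vary most, between 0.418 and 1.99 times the count of 67, while escapees run from 46 to 84.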

While a certain degree of escape from X‐inactivation is expected, the percentage of escapees we observed for PGCLCs here is at 32%, which is considerably higher than reported for other cell types (Fig EV3F) (Peeters *et al*, 2014; Marks *et al*, 2015; Balaton *et al*, 2021).

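As a share of the X-linked genes biallelic in ESCs, escapees made up 28.4% here. It ran from 22.8% at a threshold of 0.20 to 35.6% among genes with a mean normalized count above 100 in every group, with 35.2% for an ESC window of 0.4 to 0.6. At a threshold of 0.10 it was 33.6%. Among genes listed in Dataset EV3 it was 32.2%. The other cell types of the comparison were not analysed here.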

**Figure 3:**
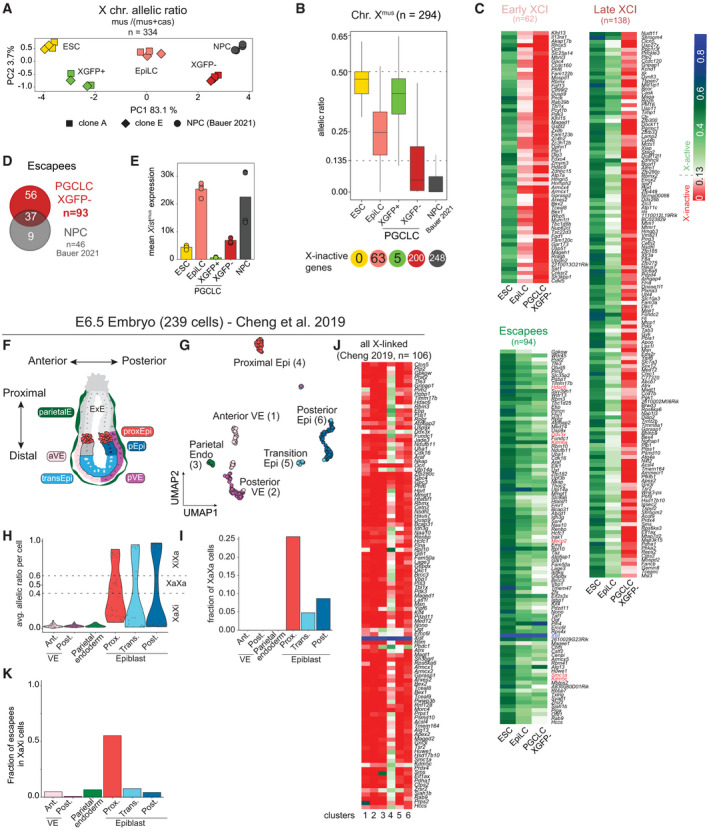
Characterization of X‐inactivation dynamics during PGCLC induction PCA of X chromosome allelic ratio (see Methods) for 334 X‐linked genes. Axes indicate the variance. Shapes indicate the clones (A11, square; E9, rhombus; circle, neural progenitor cells (NPCs) from (Bauer *et al*, 2021)).Boxplots of allelic ratio of X‐linked genes (*n* = 294). Upper dashed line indicates biallelic expression with a ratio of 0.5, the lower dashed line indicates the X‐inactivation threshold of 0.135. Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range. Number of X‐inactive genes are shown at the bottom.Allele‐specific expression ratios of X‐linked genes are represented as heatmaps, with X‐inactive genes in red (ratio ≤ 0.135), X‐active genes in green (ratio > 0.135) and mono‐allelic X^cas^ expression in blue (ratio between 0.5 and 1). Genes are ordered by genomic position and subdivided into three groups according to the timing of X‐inactivation (early X‐inactivation, early XCI; late X‐inactivation, late XCI and escapees).Venn diagram showing the total number of escapee genes (excluding *Xist*) overlapping between XGFP− PGCLCs and NPCs from Bauer *et al* (2021).Xist^mus^ expression (see Methods). NPCs from Bauer *et al* (2021). Barplot indicates the mean expression value of 4 replicates.Schematic of an E6.5 embryo with cell types coloured according to the cellular clusters identified in (G). parietalE, parietal endoderm; aVE, anterior visceral endoderm; transEpi, transition epiblast; pVE, posterior visceral endoderm; pEpi, posterior epiblast; proxEpi, proximal epiblast; ExE, extraembryonic ectoderm.UMAP embedding based on shared nearest‐neighbour (SNN) modularity clustering of E6.5 embryos identified six clusters, termed anterior visceral endoderm (1; *n* = 40), posterior visceral endoderm (2; *n* = 53), parietal endoderm (3; *n* = 17), proximal epiblast (4; *n* = 39), transition epiblast (5; *n* = 21) and posterior epiblast (6; *n* = 69) labelled with different colours.Average allelic ratio per cell per *in vivo* cluster is shown using violin plots. Cells with an allelic ratio between 0.4 and 0.6 (dashed line) are considered having biallelic expression (XaXa). Cells with an allelic ratio > 0.6 (XiXa) or < 0.4 (XaXi) are considered having an inactive X.Fraction of XaXa cells per cluster.Allele‐specific expression ratios of X‐linked genes are represented as heatmaps, with X‐inactive genes in red (ratio ≤ 0.135), X‐active genes in green (ratio > 0.135) and mono‐allelic X^cas^ expression in blue (ratio between 0.5 and 1) (see colour code in (C)). Genes are ordered by genomic position.Fraction of escapees (allelic ratio > 0.135) of all X‐linked genes detected from XaXi cells as shown in (J).

**Figure EV3:**
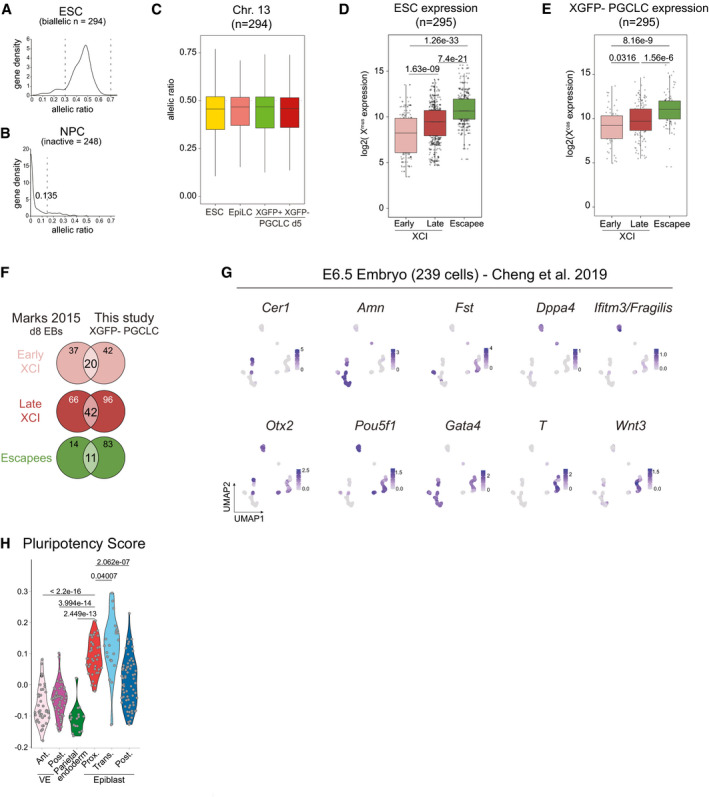
Characterization of X‐inactivation dynamics during PGCLC induction Distribution of the allelic ratio of X‐linked genes in ESCs. Dashed lines indicate a biallelic expression window from 0.3 to 0.7. *n* = 334 genes.Distribution of the allelic ratio in NPCs of X‐linked genes expressed biallelically in ESCs. Dashed line represents allelic ratio of 0.135 used as a threshold for X‐inactivation. Genes below the threshold are considered X‐inactive. *n* = 294 genes.Boxplots of allelic ratio of genes located on chromosome 13 (*n* = 294). Dashed line indicates the biallelic ratio of 0.5. Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range.Expression of X^mus^ genes in ESCs belonging to the indicated categories. The numbers above the bars indicate *P*‐values (two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults). Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range. *n* = 295 genes.Expression of X^mus^ genes in XGFP− PGCLCs belonging to the indicated categories. The numbers above the bars indicate *P*‐values (two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults). Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range. *n* = 295 genes.Venn diagram of the overlap between X‐inactivation gene groups in this study with the early, late and escapee genes during embryoid body (EB) differentiation (Marks *et al*, 2015)Marker gene expression projected onto the UMAP plot of Fig 3G.Violin plots showing the pluripotency score of E6.5 clusters calculated using the expression of *Pou5f1*, *Sox2*, *Nanog*, *Klf2*, *Esrrb*, *Dppa3*, *Tfcp2l1* and *Prdm14*. Dots represent single cells. The numbers above indicate *P*‐values (two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults).

Given these results, we wondered how this large degree of escape from X‐inactivation might be explained. 

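*Xist* (ENSMUSG00000086503, X:103460366-103483254) had normalized counts of 4680 ± 599 in ESCs and 24372 ± 3021 in EpiLCs (mean ± SD, 4 libraries each), a log2 fold change of 2.38 with an SE of 0.182 and FDR = 1.4e-09 (limma-trend). Over 17 alternatives it ran from 2.30 to 2.44. The share of allelic *Xist* reads from X mus was 0.998 ± 0.00111 in ESCs and 0.976 ± 0.0143 in EpiLCs. NPC values were not used here.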

We assessed *Xist* expression levels and could observe high levels in EpiLCs, reaching levels comparable to those in NPCs (Fig 3E). However, expression levels in XGFP− PGCLCs were considerably decreased, which might be explained by the high expression of *Prdm14* in PGCLCs, a known repressor of *Xist* (Payer *et al*, 2013). This is also in line with *in vivo* data (Sugimoto & Abe, 2007), where *Xist* has been shown to be completely downregulated in E10.5 PGCs of equivalent stage (Fig 2B). Furthermore, we wanted to know which features might distinguish escapees from inactivated genes in our system. 

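In XGFP− PGCLCs the normalized count of *Xist* (ENSMUSG00000086503, X:103460366-103483254) was 6678 ± 906, a log2 fold change from EpiLCs of −1.87 with an SE of 0.182 and FDR = 2.5e-08. The change ran from −1.95 to −1.78 over the alternatives and was called in 17 of 17. XGFP+ PGCLCs had 668 ± 214.99, so *Xist* was higher in XGFP− than in XGFP+ PGCLCs by 3.38 (FDR = 1.7e-10). Of the allelic reads, 0.997 ± 0.00256 came from X mus in XGFP− and 0.930 ± 0.0358 in XGFP+ PGCLCs. From the high *Prdm14* in PGCLCs the paper proposes an explanation for this decrease.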

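Expression from X mus was computed here as the normalized count times the ratio in the same library, averaged over the 4 ESC libraries, for genes with a mean normalized count above 10. The median log2 value in ESCs was 10.15 for 58 escapees, 8.70 for 95 late XCI genes and 7.47 for 48 early XCI genes. Escapees lay above early genes by 2.68 (two-sided permutation test over genes, 100000 resamples, p = 0.00015, adjusted p = 0.0009 over 6 comparisons) and above late genes by 1.46 (permutation p = 0.0128, adjusted p = 0.0192). Late genes were above early genes by 1.23, a difference that random relabelling of genes reached often (permutation p = 0.14, adjusted p = 0.168). Genes are not independent replicates, so these p values refer to the set of genes and not to the libraries. At thresholds of 0.20 and 0.10 the first difference was 2.21 and 4.27, and among genes with a mean normalized count above 100 in every group it was 1.65.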

We measured gene expression levels from the X^mus^ allele in ESCs and found escapees to be significantly higher expressed, while early inactivating genes, in contrast, showed the lowest expression levels (Fig EV3D). Similarly, expression of escapees from the X^cas^ allele was also elevated in XGFP− PGCLCs (Fig EV3E). 

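For X cas in XGFP− PGCLCs, with the normalized count times 1 minus the ratio, the medians on the log2 scale were 10.44 for escapees, 8.64 for late and 8.92 for early XCI genes. Escapees were above early genes by 1.52 (two-sided permutation test over genes, p = 0.00135, adjusted p = 0.00405) and above late genes by 1.80 (p = 0.00227, adjusted p = 0.00454). Late and early genes did not differ detectably (−0.28, permutation p = 0.711). The alternatives gave 1.91 to 3.46 for escapees against early genes. In total expression from both alleles, the median log2 fold change of XGFP− against XGFP+ PGCLCs was −0.26 for escapees, −0.59 for late and −0.09 for early XCI genes (SD over 4 pairs of libraries 0.0809, 0.0974 and 0.0662), against 0.03 for 15316 autosomal genes.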

When we compared our gene categories of early, late and escaping X‐inactivation from XGFP− PGCLCs with published data of X‐inactivation kinetics during embryoid body (EB) differentiation (Marks *et al*, 2015), the overlap of genes was relatively modest (Fig EV3F). This suggests that the timing of inactivation of individual X‐linked genes varies between different cell types and differentiation systems.

Having observed that both their precursors, EpiLCs, as well as PGCLCs themselves show a distinct moderate X‐inactivation with a high number of escapees, we wondered if our *in vitro* findings were reflecting the situation *in vivo* during mouse development. We therefore re‐analysed publicly available allelically resolved single‐cell RNA‐seq data of E6.5 embryos (Cheng *et al*, 2019) which corresponds to the developmental time point that includes the *in vivo* equivalents of EpiLCs (Fig 3F and G; Han *et al*, 2010; Hayashi *et al*, 2011). We focussed on female cells from a CAST(F) X C57(M) cross, which after filtering for sufficient allelic information (see methods) left 239 cells to be included in our analysis. We then performed uniform manifold approximation and projection for dimension reduction (UMAP) on genome‐wide single‐cell expression data, and then applied shared nearest‐neighbour (SNN) modularity optimization‐based clustering (Fig 3G). This yielded six clusters, which according to marker gene expression (Fig EV3G) corresponded to the extraembryonic cell types of anterior visceral endoderm (*Amn*+, *Cer1*+, *Gata4*+, *Otx2*+; cluster 1), posterior visceral endoderm (*Amn*+*, Gata4*+*, Wnt3*+; cluster 2) and parietal endoderm (*Fst*+; cluster 3) and the embryonic cell types of proximal epiblast (*Dppa4*+, *Ifitm3*+/*Fragilis*+, *Pou5f1*+; cluster 4), transition epiblast (*Otx2*+, *Pou5f1*+; cluster 5) and posterior epiblast (*Gata4*+, *Hand1*+, *Pou5f1*+, *T*+, *Wnt3*+; cluster 6). To assess the degree of X‐inactivation, we calculated the average allelic ratio per cell (Fig 3H), which, as expected, highlighted imprinted X‐inactivation in the extraembryonic cell types; where the paternal C57 allele was always silenced, and showed random X‐inactivation in the epiblast clusters. However, within the epiblast we noticed striking differences, with a considerably larger fraction of cells from the proximal epiblast—the Ifitm3/Fragilis‐positive region with competence for PGC specification (Lawson & Hage, 1994; Saitou *et al*, 2002)—not having undergone X‐inactivation (Fig 3I), when compared with the other non‐PGC‐competent epiblast clusters. Specifically, 25% of proximal epiblast cells displayed an average allelic ratio between 0.4 and 0.6 indicating a lack of X‐inactivation compared to < 10% for transition and posterior epiblast cells. Moreover, when we then compared the degree of gene silencing for cells with an average allelic ratio < 0.4 (Fig 3J), to allow comparison with imprinted XCI cells, we found that 56% of proximal epiblast genes escaped / displayed incomplete X‐inactivation at that stage. This strongly contrasts to < 8% for all other cell types, including extraembryonic and other epiblast clusters (Fig 3K). This could partially be explained by the higher pluripotency factor expression in the proximal epiblast when compared with the posterior epiblast (Fig EV3H), which may contribute to the reduced degree of X‐inactivation specifically in PGC‐competent precursor cells.

Taken together, we find that EpiLCs and PGCLCs undergo a moderate degree of X‐inactivation, characterized by a large percentage of escapees / incompletely silenced genes. Moreover, our analysis suggests that low expression of *Xist* in PGCLCs might lead to a failure of gene silencing of highly expressed genes, leading to a large percentage of escapees. Furthermore, our analysis of *in vivo* E6.5 data shows heterogeneity and a moderate degree of X‐inactivation specifically in the PGC‐competent cells of the proximal epiblast, highlighting how this distinct X‐inactivation state is a conserved hallmark of germline competence both *in vitro* and *in vivo*.

### Single‐cell RNA‐seq analysis of meiotic entry of *in vitro*‐derived germ cells reveals clusters of distinct developmental progression

After having established the degree of X‐inactivation during PGCLC specification, we wanted to address the further developmental progression of PGCLCs depending on their X‐chromosome status. Having identified and isolated distinct PGCLC types with either two active X‐chromosomes (XGFP+ PGCLCs) or one active and one inactivated X‐chromosome (XGFP− PGCLCs) (Fig 2), we were able to assess whether the X‐inactivation status of PGCLCs had an impact on germ cell maturation. Furthermore, we sought to investigate to which degree X‐reactivation and meiotic entry were intrinsically coupled processes.

To this end, we differentiated XGFP+ and XGFP− PGCLCs using an adapted *in vitro* reconstituted ovary (rOvary) protocol (Hayashi & Saitou, 2013) and performed single‐cell RNA‐sequencing (scRNA‐seq) using the SMART‐Seq v5 Ultra Low Input RNA (SMARTer) kit for Sequencing (Takara Bio) (Karimi *et al*, 2021). Briefly, we aggregated *in vitro* derived PGCLCs, originating from either XGFP+ or XGFP− populations, for 6 days with somatic cells isolated from E13.5 female embryonic gonads plus mesonephros in order to mimic the female urogenital environment and provide *in vitro*‐derived germ cells with the appropriate signalling niche (Chuva de Sousa Lopes *et al*, 2008; Hayashi *et al*, 2012) to facilitate their meiotic entry and X‐reactivation (Fig 4A and B). We then sorted single cells of the following populations on which we performed scRNA‐seq. 

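Single-cell counts used here are reads per gene for 518 wells of sorted rOvary cells, 24 ESC wells and 10 empty wells, as deposited by the authors, with 15718 genes. 1 cell was sorted per well, and no doublet caller was run. No replicate preparations are named for a sorted population, so each counts as 1 sample, shares of cells are given with exact (Clopper-Pearson) 95% binomial intervals that hold counting error only, and no test between populations was run. All XGFP+ constitutive cells and 16 wells of each other rOvary population were sequenced in 1 lane, the other rOvary wells in another, and the ESC wells in a lane of their own. Empty wells held at most 0.0689% of the reads of the median XGFP+ constitutive well.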

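Median reads on genes per well were 626870 in XGFPlow cells (136 wells), 624219 in XGFPintermediate cells (144 wells) and 611771 in XGFPhigh cells (144 wells), which all come from XGFP− PGCLC rOvaries. Wells with at least 4000 genes, at least 10000 reads and at most 5% mitochondrial reads made up 88.97%, 88.9% and 86.8% of these wells. Of these, *Prdm9* (ENSMUSG00000051977, 17:15543079-15564354) had at least 1 read in 27.3% of XGFPlow cells (95% interval 19.6 to 36.1), 39.8% of XGFPintermediate cells (31.3 to 48.9) and 28% of XGFPhigh cells (20.3 to 36.7). *Sycp3* (ENSMUSG00000020059, 10:88459569-88473236) had at least 1 read in 67.8% (58.7 to 75.98), 87.5% (80.5 to 92.7) and 78.4% (70.2 to 85.3). ESCs had *Prdm9* reads in 29.2% of cells (12.6 to 51.1) and *Sycp3* reads in 79.2% (57.85 to 92.9). ESCs are no clean background for such a share. Their wells were deeper, with a median of 1.10e+06 reads, and more reads raise the share. Bulk ESCs also held 46.7 ± 12.9 normalized counts of *Prdm9* and 269.9 ± 53.7 of *Sycp3* (mean ± SD, 4 libraries). Whether the sorted cells lie above background can therefore not be told from a share of cells with at least 1 read. In pooled reads per 1e+06 reads (RPM) the 3 populations and ESCs had 16.7, 74.2, 26.3 and 3.77 for *Prdm9* and 107.1, 424.7, 204.3 and 9.61 for *Sycp3*.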

Derived from XGFP− PGCLC rOvaries, we collected three populations: XGFPhigh reactivated (144 cells, XTomato+/XGFP+), XGFPintermediate (XTomato+/XGFPint., 144 cells) and XGFPlow (XTomato+/XGFPlow, 136 cells). From the constitutively active XGFP+ PGCLC rOvaries, we collected one population: XGFP+ constitutive (XTomato+/XGFP+, 188 cells) (Fig 4A and B). 

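The count table used here holds 94 wells of XGFP+ constitutive cells, with a median of 351228 reads on genes, and 88 of them passed the filters on genes, reads and mitochondrial reads. *Prdm9* had at least 1 read in 23.9% of these cells (15.4 to 34.1) and *Sycp3* in 59.1% (48.1 to 69.5), with 5.79 and 16.5 RPM. Thinned to 50000 reads per cell, *Prdm9* had reads in 11.4% of XGFP+ constitutive cells (5.59 to 19.9) and 34.4% of XGFPintermediate cells (26.2 to 43.3). Within the lane that holds all constitutive cells, *Sycp3* had 58.4 RPM in 16 XGFPintermediate cells, and 125.7 and 140.6 in 14 XGFPhigh and 15 XGFPlow cells. *Prdm9* had reads in 18.75% of these XGFPintermediate cells (4.05 to 45.65), 28.6% of XGFPhigh and 13.3% of XGFPlow cells of this lane. Its pooled reads there were 6.19, 28 and 17.7 RPM.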

In total, we obtained 391 million reads, with an average of 740,000 reads per cell. 

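Summed over genes, the wells of sorted rOvary cells held 285.4 M reads, a mean of 550933 per cell. Reads outside annotated genes are not in these counts.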

Next, to ensure that our analysis focussed on germ cells of appropriate quality, we only included cells with the germ cell marker *Dazl* expression > 1 (log2 counts per 10,000) and with sufficient allelic information (see methods). This left us with 379 cells in total and 15,583 informative genes.

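Of the rOvary cells, 462 passed the limits on genes, reads and mitochondrial reads, and 14 more failed by the mitochondrial limit alone. With a natural-log normalized *Dazl* (ENSMUSG00000010592, 17:50279395-50293636) above 1 and allelic ratios, 379 cells remain, among them 74 XGFP+ constitutive and 72 XGFPlow cells. On a log2 scale the same limit leaves 4 more. The clusters described here use 401 cells, which pass the *Dazl* limit whether or not they have allelic ratios. Cells that pass the filters on genes, reads and mitochondrial reads but have no allelic ratios are 33 XGFPlow cells (27.3% of them, 95% interval 19.6 to 36.1), 9 XGFPintermediate cells (7.03%, 3.27 to 12.9), 3 constitutive cells (3.41%) and 0 XGFPhigh cells (up to 2.91%).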

**Figure 4:**
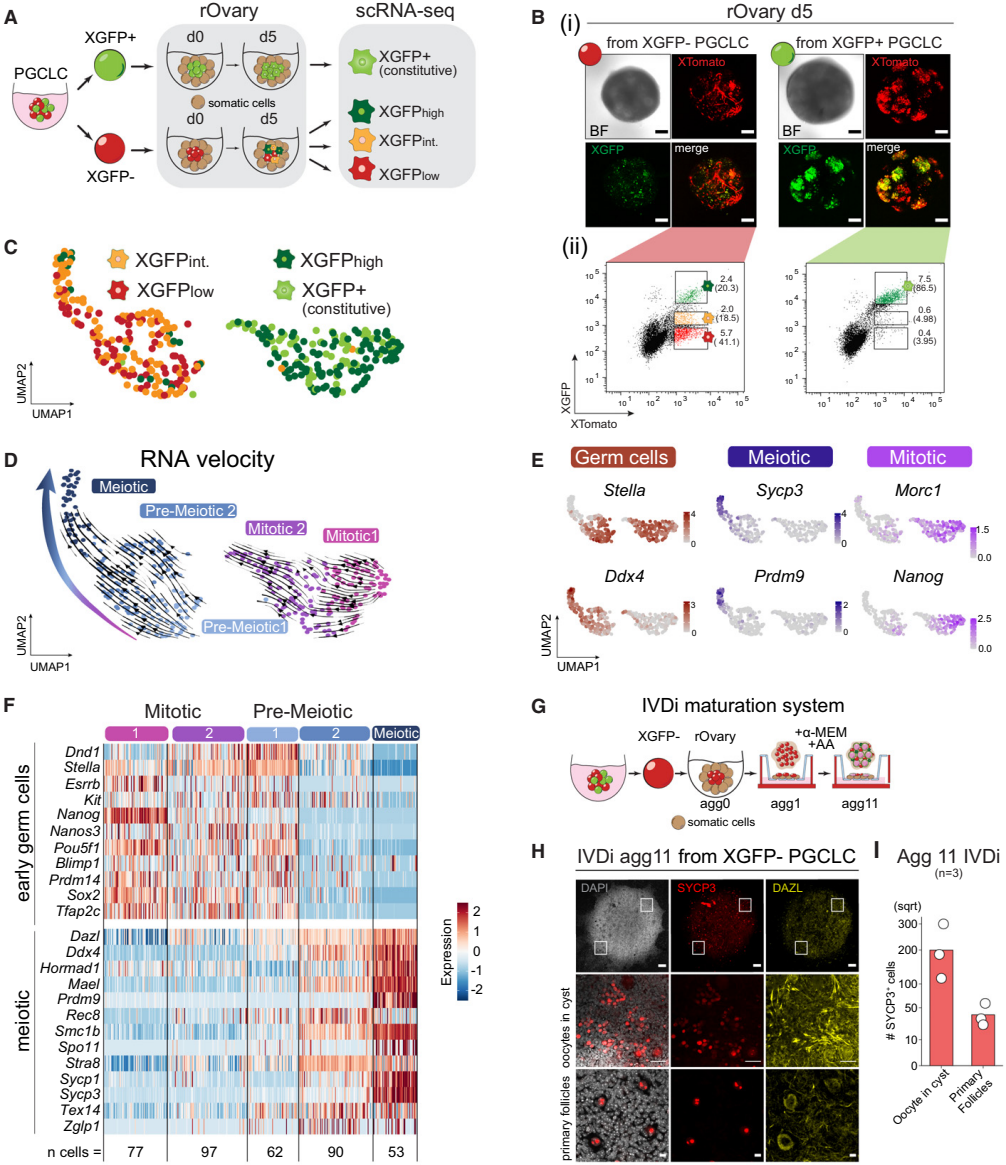
Single‐cell RNA‐seq of maturing germ cells using the rOvary system Schematic illustration of the single‐cell RNA‐seq experiment and the isolated populations during germ cell maturation in rOvaries. The first 24h of culture are indicated as d0. rOvary, reconstituted Ovary; d, day of rOvary culture; XGFPint., XGFPintermediate.(i) Imaging of XGFP and XTomato reporters in rOvaries d5 aggregated with E13.5 gonadal and mesonephric cells. Scale bars = 50μm. BF, bright field. (ii) FACS gating strategy for single cells sorted XTomato+ cells against XGFP intensities. Numbers indicate the percentage of gated live cells over the total population. Numbers in brackets indicate the percentage of gated cells over the XTomato+ population.UMAP projection labelled with FACS sorted populations. XGFPint., XGFPintermediate.UMAP embedding based on shared nearest‐neighbour (SNN) modularity clustering identified five clusters, termed Mitotic 1 (*n* = 77), Mitotic 2 (*n* = 97), Pre‐meiotic 1 (*n* = 62), Pre‐meiotic 2 (*n* = 90) and Meiotic (*n* = 53) labelled with different colours. Arrows indicating cell trajectories, inferred by RNA velocity analysis.Marker gene expression projected onto the UMAP plot.Heatmap of gene expression dynamics throughout germ cell maturation clusters. Selected genes belong to the category “early germ cell” and “meiotic.” Z‐score is shown.Schematic representation of the IVDi (*in vitro* differentiation) maturation system. The stages of oogenesis in culture for 11 days are indicated. The condition of culture is indicated above. rOvary, reconstituted Ovary; Agg, aggregation day; AA, Ascorbic Acid.Immunofluorescence images of SYCP3 (red), DAZL (yellow) and DAPI at agg11 of IVDi tissue maturation from XGFP− PGCLCs. IVDi, *in vitro* differentiation. White squares indicate the positions of the magnified section shown below. Top panel scale bar = 100 μm. Middle panel scale bar = 10 μm. Bottom panel scale bar = 50 μm.Quantification of SYCP3+ cells (oocytes in cyst and primary follicles) in IVDi tissues at agg11. Each dot represents one IVDi tissue performed in three biological replicates.

To characterize cellular heterogeneity, we performed dimensionality reduction using UMAP on genome‐wide single‐cell expression data, and projected the four FACS populations (Fig 4B and C) on our UMAP plot. We observed a clear separation into two major groups, which coincided well with the levels of XGFP fluorescence. 

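Clustering was done here with Seurat on 401 cells, with 2000 variable features and 20 principal components at resolution 0.8. Clusters 1 and 3 of the 5 found hold 96.1% of XGFP+ constitutive cells (95% interval 88.9 to 99.2) and 86.4% of XGFPhigh cells (78.9 to 92.1), against 1.72% of XGFPintermediate (0.21 to 6.09) and 3.30% of XGFPlow cells (0.685 to 9.33).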

One group predominantly included the XGFPlow and XGFPintermediate germ cells (originating both from the XGFP− PGCLCs) on the left, and another group was constituted from the XGFPhigh reactivated and XGFP+ constitutive germ cells on the right. We then set out to answer whether our XGFP+ and XGFP− PGCLCs, which were the starting material for our rOvaries (Fig 4A and B), showed a differential developmental profile, and in particular, if the meiotic germ cells originated preferentially from XGFP+ or XGFP− PGCLCs. We applied SNN modularity optimization‐based clustering which returned five clusters (Fig 4D) that showed distinct patterns according to the expression of mitotic and meiotic germ cell marker genes (Fig 4E and F). We identified two mitotic clusters termed “Mitotic 1” and “Mitotic 2,” showing expression of the PGC marker *Stella* (also known as *Dppa3*) as well as mitotic PGC markers *Morc1* and *Nanog*. Moreover, we identified two pre‐meiotic clusters termed “Pre‐meiotic 1” and “Pre‐meiotic 2,” defined by the initial expression of both *Stella* and *Ddx4*, and lastly one meiotic cluster termed “Meiotic'' characterized by expression of the meiotic genes *Prdm9* and *Sycp3*. 

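Each cluster found here was named by the highest mean z-score over fixed marker lists. Clusters 1 (29.7% of the 401 cells) and 3 (15.2%) were named mitotic-like. *Dppa3* had 1409 and 911 mean RPM in them, *Morc1* (ENSMUSG00000022652, 16:48431237-48630900) 140.5 and 226.7, and *Nanog* 126.6 and 425. Cluster 4 (60 cells) has the highest *Dppa3*, 2208 RPM, with 35.1 for *Morc1* and 54.3 for *Nanog*. Its best score, 0.313, is also mitotic-like, but this name is unstable, since its cells join the pre-meiotic-like cluster at resolution 0.4. The largest move of a mitotic-like share came at resolution 1.2, where a pair of clusters that scored highest for gonadal somatic markers, with 1 such marker detected in each, got no name, and 53.9% of XGFP+ constitutive cells stayed mitotic-like.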

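Cluster 2 (26.7% of the cells) was named pre-meiotic-like, with 561 mean RPM for *Dppa3* and 271.1 for *Ddx4*, against 102 for *Ddx4* in cluster 4. A list of gonadal somatic markers also scored 0.618 in cluster 2, beside 0.897 for the pre-meiotic list. Cluster 5 (54 cells) was named meiotic-like, with 257.2 mean RPM for *Prdm9* and 1558 for *Sycp3*, where the highest values of the other clusters are 7.24 and 93.5. It also has the highest *Ddx4*, 758, and the lowest *Dppa3*, 19.9. Over the alternatives, the meiotic-like share of a sorted population was 1.32 to 2.63% in XGFP+ constitutive, 5.93% in XGFPhigh, 28.4 to 30.2% in XGFPintermediate and 11.0 to 18.1% in XGFPlow cells.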

Next, we wanted to assess whether a directionality within the clusters and eventually among the two groups could be observed. Pseudo‐time analysis using RNA velocity (La Manno *et al*, 2018) placed the meiotic cluster at the apex of a path which revealed a differentiation trajectory directed towards meiosis, initiating from the pre‐meiotic clusters (Fig 4F). Moreover, comparison to *in vivo* data (Zhao *et al*, 2020) showed that our mitotic clusters corresponded to E12.5 germ cells, whereas pre‐meiotic and meiotic clusters corresponded to later time points; E14.5 and E16.5 (Fig EV4A–C), confirming that our *in vitro* clusters followed an *in vivo*‐like developmental trajectory. 

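Of the 54 meiotic-like cells found here, 62.96% are XGFPintermediate (95% interval 48.7 to 75.7), 22.2% XGFPlow (12.0 to 35.6), 13.0% XGFPhigh (5.37 to 24.9) and 1.85% XGFP+ constitutive (0.0469 to 9.89). The pre-meiotic-like cells are 50.5% XGFPintermediate (40.6 to 60.3), 43.9% XGFPlow (34.3 to 53.9), 3.74% XGFPhigh and 1.87% XGFP+ constitutive (0.227 to 6.59). Cluster 1 is 51.3% XGFPhigh and 45.4% XGFP+ constitutive, and cluster 3 is 67.2% and 31.2%, with no XGFPlow cell (up to 5.87%). Cluster 4, with no XGFP+ constitutive cell (up to 5.96%), is 43.3% XGFPintermediate, 48.3% XGFPlow and 8.33% XGFPhigh. Together, 98.1% of pre-meiotic-like and 98.1% of meiotic-like cells come from XGFP− PGCLC rOvaries, against 69.6% of the cells of clusters 1, 3 and 4. Cluster make-up was not split by sequencing lane. All XGFP+ constitutive cells were in 1 lane and most other rOvary cells in another, so origin and lane are not told apart here. At resolution 0.4, where cluster 4 joins the pre-meiotic-like cells, 84.6% of XGFPlow cells are pre-meiotic-like. The paper set up this comparison to ask from which PGCLC population meiotic germ cells come.

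**Figure D3:**
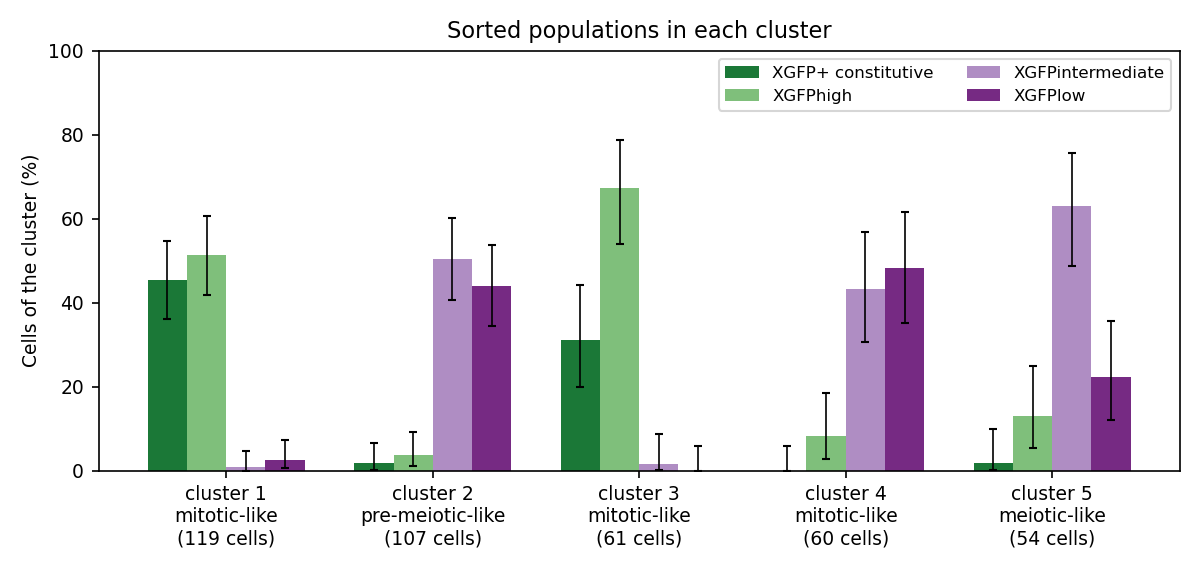
Percent of the cells of each cluster that come from each sorted population (y axis), with 95% exact binomial intervals. XGFP+ constitutive cells make up 45.4% of cluster 1 and 1.85% of cluster 5.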

Intriguingly, both pre‐meiotic and meiotic germ cells almost exclusively originated from XGFP− PGCLCs, whereas mitotic germ cells consisted of XGFPhigh reactivated and XGFP+ constitutive germ cells.

**Figure EV4:**
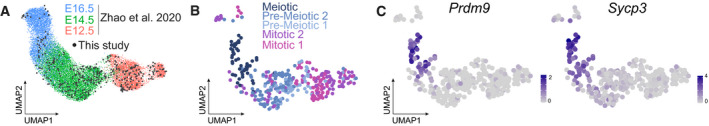
Single‐cell RNA‐seq of maturing germ cells using the rOvary system in comparison to *in vivo* data Integration with *in vivo* published single‐cell RNA‐seq data from E12.5 (red), E14.5 (green) and E16.5 (blue) (Zhao *et al*, 2020). Black dots represent cells from *in vitro* rOvaries from this study.Distribution of germ cell maturation clusters from rOvaries identified in this study, along the *in vivo* UMAP projection.Meiotic marker gene expression of germ cell maturation clusters from rOvaries identified in this study, projected onto the in *vivo* UMAP plot. Cells on top left of the plot (in B and C), despite falling into the E16.5 cluster, represent deviant cells of abnormal character by not showing expression of late meiotic markers *Prdm9* and *Sycp3*.

Considering this, we wanted to assess whether our XGFP− PGCLCs could therefore mature further and initiate oogenesis. We took advantage of a published *in vitro* differentiation protocol and aggregated XGFP− PGCLCs with embryonic‐derived somatic gonadal cells, forming an rOvary, followed by the culture of the rOvary onto a transwell to allow *in vitro* differentiation (IVDi) of PGCLCs (Fig 4G) (Hayashi *et al*, 2017). However, to perform the experiment in a more physiological niche, without external cues, no retinoic acid was added to the IVDi culture and the IVDi tissue was cultured for 11 days until primary follicles had formed. We then stained the entire whole‐mount tissue for DAZL and SYCP3 to identify mature (DAZL+) and meiotic (SYCP3+) germ cells and could observe on average 200 oocytes in cysts per aggregate and moreover, around 50 primary follicles (Fig 4H and I), similar to what has been observed previously (Hamada *et al*, 2020), showing that our XGFP− PGCLCs could indeed mature further.

Taken together, germ cells seem to adopt highly similar transcriptomes when two active X chromosomes are present, irrespective of their parental condition of origin and hence regardless of whether cells underwent X‐inactivation followed by X‐reactivation (XGFPhigh), or were constitutively X‐active (XGFP+). Moreover, germ cells can undergo X‐reactivation in the absence of the meiotic gene expression programme, suggesting that X‐reactivation is not dependent on meiotic entry. However, our data suggest that X‐inactivation may be either functionally important, or, alternatively, a predictive indicator for subsequent germ cell maturation and entry into meiosis, as germ cells originating from constitutively active XGFP+ PGCLCs failed to acquire a meiotic transcriptional profile.

### X‐reactivation occurs progressively during germ cell maturation and is almost complete with meiotic entry

Having shown that cells could undergo X‐reactivation in the absence of meiosis, we nevertheless wanted to assess if X‐reactivation was a prerequisite for meiotic entry. In order to analyse X‐reactivation dynamics in more detail, we again took advantage of the hybrid background of our XRep cell line and performed allele‐specific RNA expression analysis, which allowed us to successfully detect allele‐specific expression of 220 X‐linked genes (see methods). 

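The single-cell ratios used here are the authors' values for X-linked genes in 440 cells, the share of allelic reads from X mus, and 38.6% of the entries are missing.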

To first assess the X‐status on a chromosome‐wide level, we calculated the average allelic ratio of all X‐linked genes (Fig 5A). 

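Cells of cluster 1 had a median X-linked ratio of 0.483 (quartiles 0.464 and 0.500, 96.6% of its cells with ratios) and those of cluster 3 of 0.473 (0.458 and 0.485, 61 cells), where the value of a cell is the mean over its genes. By sorted population, the median was 0.477 in XGFP+ constitutive (85 cells) and 0.473 in XGFPhigh cells (125 cells), against 0.441 in 23 ESCs.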

As expected, we observed biallelic X‐linked gene expression of the XGFP+ and XGFPhigh mitotic clusters 1 and 2, as reflected by an average allelic ratio of 0.5. However, cells of the pre‐meiotic and meiotic clusters, despite originating from mostly XGFPlow and XGFPintermediate populations, showed close to biallelic expression at an average allelic ratio of ~ 0.4, as the sensitivity of the XGFP reporter was insufficient to mark cells as reactivated if they had low levels of X‐inactivation (Fig 5B). 

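The median X-linked ratio per cell was 0.336 in the pre-meiotic-like cluster (quartiles 0.309 and 0.365, 97 cells), 0.355 in the meiotic-like cluster (0.321 and 0.396, 54 cells) and 0.317 in cluster 4 (0.289 and 0.337, 52 cells). XGFPintermediate cells had 0.338 and XGFPlow cells 0.299, so both lie below XGFPhigh cells. Taking the median of the genes of each cell in place of the mean moved these most, to 0.293 and 0.214. In the lane that also holds the constitutive cells the medians were 0.329 and 0.294. These medians leave out the cells without allelic ratios, most of which are XGFPlow.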

We therefore assessed the X‐status on a gene‐by‐gene level and compared it to the data of ESCs, EpiLCs and XGFP− PGCLCs (Fig 5C and D). In addition to 78 escapees, being active throughout the differentiation, we observed early X‐chromosome reactivation (early XCR) of 58 genes in pre‐meiotic cells. Therefore, the vast majority of genes (85%) had escaped X‐inactivation in the first place, or had undergone reactivation, before the onset of meiosis. Moreover, 17 genes reactivated as cells underwent meiosis (late XCR), with only 8 genes still being inactive in meiotic cells (no XCR). Furthermore, we observed that early reactivating genes displayed higher allelic ratios in XGFP− PGCLCs compared to late reactivating genes (Fig 5D and E), suggesting that the degree of silencing could influence X‐reactivation timing.

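Reactivation classes were rebuilt here for X-linked genes with a bulk ratio and with single-cell ratios in both the pre-meiotic-like and the meiotic-like cluster. A gene is an escapee above 0.135 in bulk XGFP− PGCLCs, and otherwise early XCR when its mean over pre-meiotic-like cells is above 0.135. This gave 42 escapees and 42 early XCR genes. Over the alternatives the early count ran from 28, with medians over cells, to 45.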

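Escapees and early XCR genes together made up 77.8% of the genes classed here. The median over cells in place of the mean gave 64.8%, and genes biallelic in bulk ESCs alone gave 81.6%.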

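Late XCR, at or below 0.135 in pre-meiotic-like and above it in meiotic-like cells, held 13 genes here, and 11 genes stayed at or below it in both. The late count was 6 genes at a threshold of 0.20 and again 13 at 0.10, and medians over cells left 5.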

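In bulk XGFP− PGCLCs the mean ratio was 0.0564 over 42 early XCR genes and 0.0114 over 13 late XCR genes, a difference of 0.0450 (two-sided permutation test over genes, 100000 resamples, p = 0.0007). Over the alternatives the difference ran from 0.0262 to 0.0735, with permutation p from 0.00015 to 0.0415. Both classes are limited to bulk ratios at or below 0.135, so the difference lies within that range, and genes are not independent replicates. From such a difference the paper proposes that how strongly a gene is silenced could influence when it is reactivated.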

**Figure 5:**
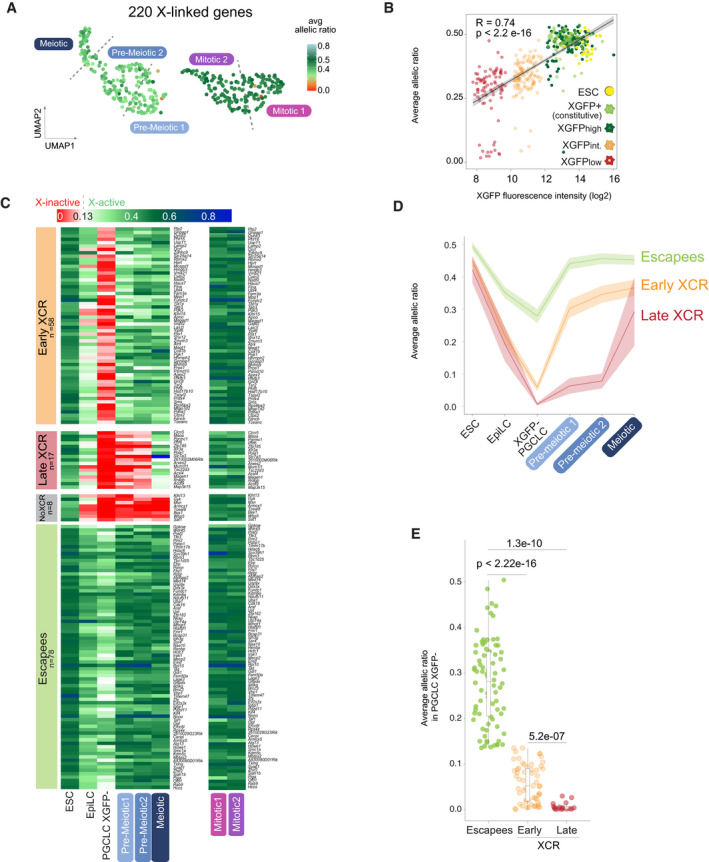
Transcriptional reactivation of X‐linked genes Average allelic ratio of single cells projected onto the UMAP plot. *n* = 220 X‐linked genes per single cell. X‐inactivation (average ratio < 0.135) in red and X‐reactivation (average ratio from 0.135 > 0.8) in green. Labels indicate the five different previously identified clusters. Dashed lines indicate the position of cluster borders (clusters obtained from Fig 4D–F).Distribution of single cells based on fluorescence intensity of XGFP reporter quantified by BD FACSDiva Software, plotted against the X chromosome average allelic ratio per cell. *R* and *P*‐values calculated by Pearson’s correlation are shown. Black line represents linear regression fitting.Heatmaps of allele‐specific ratios of X‐linked genes in ESC, EpiLC, XGFP− PGCLC, pre‐meiotic, meiotic and mitotic clusters. X‐inactive genes are shown in red (ratio ≤ 0.135), X‐active genes in green (ratio > 0.135) and mono‐allelic X^cas^ expression in blue (ratio between 0.5 and 1). Colour gradients used in between and above these two values as shown in the legend. Genes are ordered by genomic position and grouped according to the category to which they belong, indicated on the left side of the heatmap. *n* = 161 genes.Average allelic ratios of X‐linked genes within each category (escapees, early XCR and late XCR) in ESC, EpiLC, XGFP− PGCLC, pre‐meiotic and meiotic clusters. Shading denotes lower and upper Gaussian confidence limits based on the *t*‐distribution.Each dot indicates the average allelic ratio of a single X‐linked gene belonging to the indicated category in XGFP− PGCLCs. The numbers above the bars indicate *P*‐values (two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults). Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range.

Taken together, in contrast to our observations based on the XGFP reporter, we observed by allele‐specific RNA‐Seq that reactivation of X‐linked genes was almost complete by the time of meiotic entry. In detail, X‐reactivation in germ cells seems to occur in two waves. First, before the onset of meiosis for the majority of genes and second, concomitantly with meiotic entry for a small subset of genes.

### X‐inactivation in PGCLCs is associated with an increased meiotic competence

Our single‐cell RNA‐seq analysis showed an exclusive ability for XGFP− over XGFP+ PGCLCs to differentiate into mature germ cells with a meiotic transcriptional profile in the rOvary system. We therefore wanted to functionally compare their ability to enter meiosis and their capability to differentiate to more mature stages. To be able to assess in more detail the extent of prophase I progression, we cultured XGFP− and XGFP+ PGCLCs for an additional 9 days on immortalized m220 stromal feeder cells in the presence of BMP2 and retinoic acid (Fig 6A), which was previously shown to facilitate entry into meiosis (Miyauchi *et al*, 2017). During this expansion culture, we observed a progressive accumulation of SYCP3+ meiotic cells (Fig 6B and C). In particular, cells originating from XGFP− PGCLCs formed a significantly higher number of meiotic cells than XGFP+ PGCLCs, confirming our previous observations in the rOvary system. Intriguingly, by day 5 of the expansion culture, all SYCP3+ meiotic cells were XGFP+ (Fig 6B and D), indicating the co‐occurrence of XGFP‐reactivation with meiotic entry in this system as well. We then prepared chromosomal spreads from the expansion cultures and performed immunostaining for SYCP3, which shows a distinctive pattern according to the different prophase stages (Fig 6E). Moreover, to aid the correct recognition of the different stages, we stained for the double‐strand break marker γH2AX, a phosphorylated form of the histone variant H2AX (Mahadevaiah *et al*, 2001). This showed that the majority of SYCP3+ cells could successfully enter the zygotene stage by day 9 of expansion culture (Fig 6E and F). While the efficiency of meiotic entry was significantly higher from XGFP− PGCLCs (Fig 6C), XGFP+ PGCLCs frequently formed abnormal, extensively proliferating colonies (Fig 6G) in the expansion system, with significantly larger aggregates (Fig 6H). Nevertheless, once committed to meiosis, XGFP+ derived cells were able to progress to the Zygotene stage as well (Fig 6E and F), suggesting that the major developmental bottleneck for XGFP+ cells appears to be early during PGCLC development and meiotic entry.

**Figure 6:**
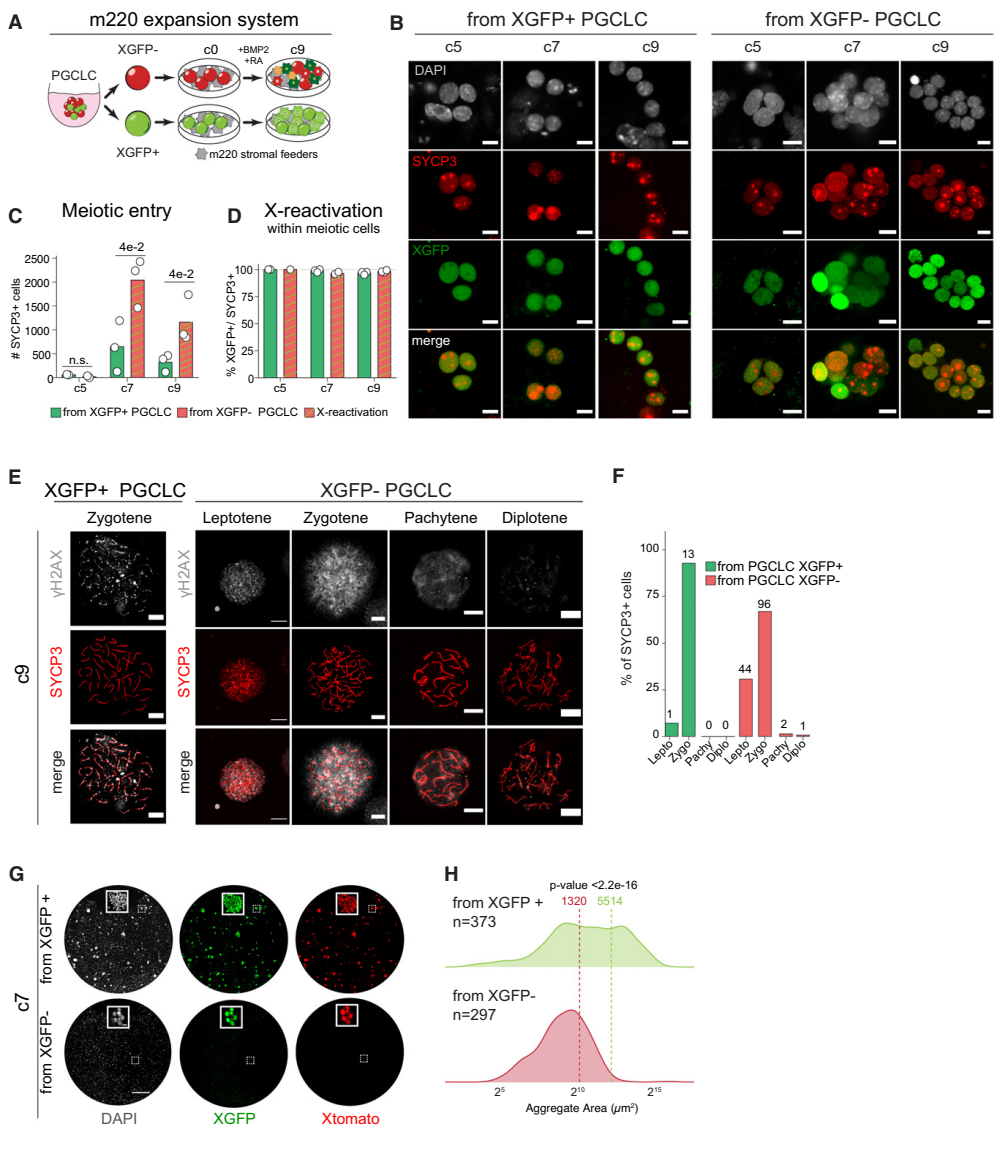
Comparison of prophase I progression and germ cell maturation capacity of XGFP+ and XGFP− PGCLCs by m220 feeder expansion culture Schematic representation of the m220 stromal feeders expansion culture to compare the meiotic capacity of XGFP− and XGFP+ PGCLCs. Meiosis is induced via addition of retinoic acid (RA) and bone morphogenetic protein 2 (BMP2). c0 = starting day of culture, c9 = culture day 9 and last day of culture.Representative images for the expression of XGFP (green) and SYCP3 (red) in germ cells at c5, c7 and c9 from XGFP+ and XGFP− PGCLCs. All cells with SYCP3 signal irrespective of localization pattern or intensity were scored as SYCP3+ cells. Cells were counterstained with DAPI (grey). Scale bars = 10 μm.Number of SYCP3+ cells per m220 culture day originating from XGFP+ and XGFP− PGCLCs. Each white dot represents a biological replicate (*n* = 3). *P*‐values shown are from a two‐sided Mann–Whitney U test. n.s., not significant.Percentage of XGFP+ cells among SYCP3+ cells at the indicated m220 culture day, originating from XGFP+ or XGFP− PGCLCs. Green bars show constitutive GFP expression in XGFP+ PGCLC‐derived cells, while striped bars signify XGFP reactivation in XGFP− cells. Each white dot represents a biological replicate (*n* = 3).Representative images showing stages of meiotic prophase I from culture day 9 (c9) germ cells from XGFP+ and XGFP− PGCLCs. c9 germ cells were spread and immunostained for SYCP3 (red), and γH2AX (grey). Scale bars = 10 µm.Quantification of meiotic progression in culture day (c9) expanded germ cells derived from XGFP+ and XGFP− PGCLCs. The graphs show the percentages of the meiotic stage for SYCP3+ cells. Lepto, leptotene; Zygo, zygotene; Pachy, pachytene; Diplo, diplotene. Numbers indicate detected cells per meiotic stage and original XGFP status.Representative tilescan merged images of XGFP (green) and Xtomato (red) in germ cells at c7 from XGFP+ and XGFP− PGCLCs. Cells were counterstained with DAPI (grey). Scale Bar = 1 mm. The white squares contain a magnified image of the region depicted by the white dotted squares (scale bar = 1 µm).Density ridge plot showing size of cellular aggregates in (G) measured using the XTomato signal. X‐axis shows area in µm^2^ scaled as log^2^. Dashed line represents the mean. XFGP− mean = 1,320 µm^2^, XGFP+ mean = 5,514 µm^2^. XGFP− *n* = 297 aggregates, XGFP+ *n* = 373 aggregates. *P*‐value from two‐sample unpaired Wilcoxon–Mann–Whitney test with *R* defaults.

Taken together, while both XGFP+ and XGFP− PGCLCs are able to reach Zygotene stage, we found that XGFP− originating cells were able to enter meiosis at significantly higher efficiency, corroborating results obtained in the rOvary system that X‐inactivation in PGCLCs is associated with increased meiotic and oogenic potential.

## Discussion

While X‐chromosome inactivation has been a long‐studied phenomenon (Lyon, 1961) and has been shown to play an important biological role for embryonic development (Marahrens *et al*, 1997) and pluripotency exit (Schulz *et al*, 2014), its reversal by X‐reactivation and its biological function during germ cell development have remained elusive to date. Previous studies on X‐chromosome dynamics during female mouse germ cell development have been hampered by a lack of allelic resolution, a low number of genes assessed, as well as an inability to directly trace the X‐chromosome status of single cells (Sugimoto & Abe, 2007; Chuva de Sousa Lopes *et al*, 2008). To overcome these limitations, we generated with XRep an *in vitro* system, which allowed us to reveal the X‐chromosome inactivation and reactivation cycle and its functional relation to germ cell development and meiotic progression. Although our XGFP marker has its limitations by showing a slight delay in response during kinetic changes, such as downregulation during X‐inactivation and upregulation during X‐reactivation, it allowed us to isolate PGCLC populations with distinct developmental capacity. We thereby uncovered that X‐inactivation is an important hallmark of proper PGCLC differentiation in order to progress at later stages towards meiotic entry (Fig 7). X‐reactivation, on the other hand, coincides temporally with meiotic maturation. This is in line with the timing of X‐reactivation in mouse germ cells *in vivo* (Sugimoto & Abe, 2007; Chuva de Sousa Lopes *et al*, 2008; Sangrithi *et al*, 2017), where it takes place gradually, initiating during germ cell migration and peaking after colonization of the gonads around the time of meiotic entry. Additionally, our *in vitro* system enabled the isolation of PGCLCs harbouring two active X, a unique advantage over *in vivo* systems, as it allowed us to compare the differentiation potential of PGCLCs with and without X‐inactivation. While our results suggest that PGCLC specification can occur in the absence of X‐inactivation, we found that germ cells, which had never undergone X‐inactivation in the first place, or in which X‐reactivation occurred pre‐emptively, displayed a mitotic germ cell character, did not enter a normal meiotic trajectory on a transcriptomic level and showed a significantly reduced meiotic differentiation capacity. This further highlights how timely X‐inactivation and ‐reactivation might be necessary for proper germ cell maturation (Fig 7). Moreover, while we acknowledge that our findings are based on data generated *in vitro*, we note that allele‐specific single‐cell RNA‐seq of E5.5‐E6.5 epiblast cells, the precursors of PGCs, revealed a considerable heterogeneity in X‐inactivation progression at this developmental time window (Mohammed *et al*, 2017; Cheng *et al*, 2019; preprint: Naik *et al*, 2021; Lentini *et al*, 2022), which could potentially allow cells to give rise to XaXa PGCs, similar to our XGFP+ PGCLCs. Indeed, when we analysed data from E6.5 epiblast *in vivo* (Cheng *et al*, 2019), we detected specifically in the proximal epiblast, which contains the competent precursor cells for PGC development (Lawson & Hage, 1994; Saitou *et al*, 2002), a high fraction of cells, which have not gone through X‐inactivation (Fig 3H and I). Furthermore, proximal epiblast cells which did go through X‐inactivation displayed a lower degree of gene silencing than other cells of the epiblast or extraembryonic tissues at that stage (Fig 3J and K). Thus, our data support the idea of a potential functional link between appropriate X‐chromosome dosage compensation kinetics and developmental progression during mammalian germ cell maturation. Nevertheless, we acknowledge that it would be important to validate our results during later stages of germ cell development *in vivo*. Particularly, whether PGCs that have failed to go through X‐inactivation exist, and to what fate these cells would commit.

**Figure 7:**
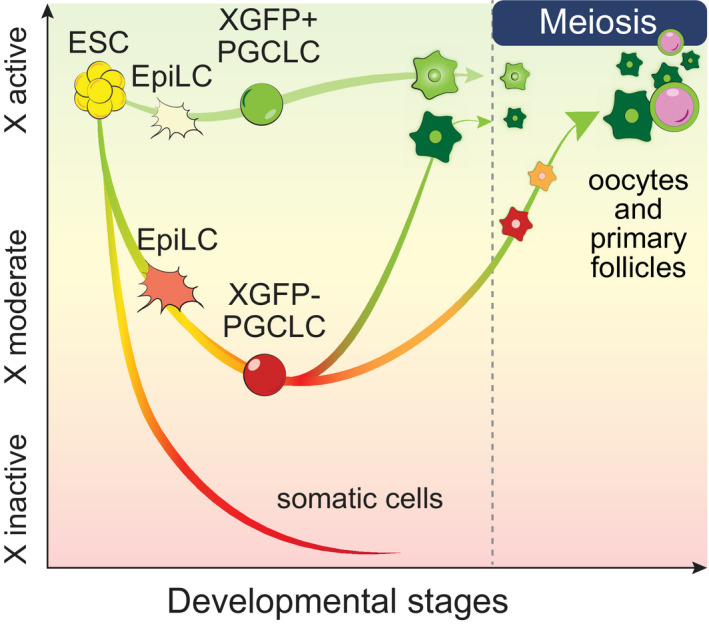
Working model of the relation between X‐chromosome status and germ cell developmental progression During ESC differentiation towards meiotic germ cells *in vitro* (X‐axis), the X‐chromosome inactivation status (Y‐axis) differs between cell populations and is associated with distinct meiotic germ cell potential in PGCLCs. While somatic cells go through the most complete X‐inactivation (red line), EpiLCs and subsequently PGCLCs reach moderate X‐inactivation levels (PGCLC XGFP−), or escape X‐inactivation entirely (PGCLC XGFP+). XGFP− PGCLCs, which have undergone moderate X‐inactivation followed by gradual X‐reactivation (green arrow, orange and red cells), are most efficient in differentiating into meiotic germ cells and can develop into oocytes and primary follicles. On the other hand, XGFP+ PGCLCs, which have never gone through X‐inactivation and stayed constitutively active (light green cells), or XGFP− PGCLCs, which have reactivated too rapidly (dark green cells), do not show efficient entry into meiosis and mostly display an abnormal mitotic character.

It remains an open question, what could be the potential role of X‐inactivation for proper PGCLC development and if it is a driver or, alternatively, a diagnostic mark for meiotic competence of germ cells. We observed that XGFP+ PGCLCs, which failed to undergo X‐inactivation, differed from XGFP− PGCLCs on multiple accounts. Albeit sharing an overall similar transcriptome signature with their XGFP− germ cell counterparts, XGFP+ PGCLCs displayed ESC‐like features including a higher expression of naive pluripotency genes, shortened cell cycle and propensity to form pluripotent EGC colonies when cultured under 2i/LIF conditions. An explanation for this pluripotency‐related phenotype could be the two‐fold expression of critical X‐linked dosage‐sensitive genes, which need to be silenced by X‐inactivation to allow normal pluripotency exit during ESC differentiation (Schulz *et al*, 2014). For example, *Dusp9*, an X‐linked regulator of MAPK signalling, has been shown to be responsible for the lower DNA‐methylation levels of XX pluripotent stem cells, when compared with XY and XO cells (Choi *et al*, 2017; Song *et al*, 2019; Genolet *et al*, 2021). In germ cell development, DNA methylation safeguards repression of late germ cell / meiotic genes during early germ cell stages and demethylation of their promoters is required for their upregulation during germ cell maturation and meiotic entry (Yamaguchi *et al*, 2012; Hill *et al*, 2018). Along those lines, we observed that XGFP+ PGCLCs also displayed precocious expression of a subset of late germ cell markers, which remained repressed in XGFP− PGCLCs. Importantly, demethylation of late germ cell genes alone has been shown to only lead to partial activation of some germ cell genes, while not being sufficient for their full expression in the absence of meiosis‐inducing signals (Miyauchi *et al*, 2017; Ohta *et al*, 2017). This would explain our observation of a relatively mild upregulation of late germ cell genes in our XGFP+ PGCLCs and why this was not sufficient to aid entrance of XGFP+ cells into a full meiotic trajectory after their aggregation with gonadal somatic cells.

*Klhl13*, another X‐linked MAPK pathway regulator, has been recently described to promote pluripotency factor expression, thereby delaying differentiation when expressed at double dose (Genolet *et al*, 2021). The counterbalance between pluripotency vs. differentiation‐promoting signalling responses was also observed in our gene expression analysis, in which we found “MAPK regulation” and “WNT signalling” to be enriched GO terms in XGFP− PGCLCs, while “response to LIF” was enriched in XGFP+ PGCLCs (Fig 2F). Apart from being involved in pluripotency, MAPK inhibition (Kimura *et al*, 2014) as well as WNT‐ and LIF‐signalling pathways (Ohinata *et al*, 2009; Hayashi *et al*, 2011) play facilitating roles during PGCLC induction, therefore differential enrichment of these pathways in our XGFP+ and XGFP− PGCLCs might contribute to their distinct developmental potentials. Taken together, the combination of these differential features might lead to a reduced mitotic propensity of XGFP− PGCLCs, which might prime them for meiotic entry, while XGFP+ PGCLCs rather remain mitotic and do not enter meiosis. To which degree this may be a cause or consequence of the X‐inactivation status in PGCLCs and how X‐linked gene dosage might affect female germ cell development will need to be functionally addressed by future studies, for example, by testing the meiotic potential of *Xist* knockout cells. Two recent studies used human *in vitro* PGCLC differentiation systems to investigate if the X‐inactivation state of human pluripotent stem cells would affect their propensity to differentiate towards the germ cell lineage. While the first study did not find a significant effect (Chang *et al*, 2021), the second study reported that human iPSCs with eroded X‐inactivation showed a lower efficiency in forming PGCLCs when compared to cells with a higher degree of X‐inactivation (Yokobayashi *et al*, 2021). This suggests that faithful X‐dosage control might be an important feature of both mouse and human germ cell development.

While we found that X‐inactivation marked PGCLCs of full potential for subsequent meiosis and oogenesis, X‐reactivation occurred progressively during their transition from pre‐meiotic into meiotic stages. Evidently, X‐reactivation is not dependent on meiotic entry as it occurred completely in mitotic germ cells as well, and X‐reactivation by itself was also not sufficient for germ cells to enter a meiotic trajectory. However, it remains to be tested whether X‐reactivation is a requirement for female germ cells to progress through meiosis, or if the two processes are functionally unrelated. As in the case of pluripotency, reactivation of dosage‐sensitive X‐linked genes could enable the initiation of the meiotic gene expression programme by promoting the derepression and upregulation of meiotic genes (Yamaguchi *et al*, 2012; Hill *et al*, 2018). The absence of double X dosage and/or abnormalities in meiotic pairing ability greatly diminishes the success rate of XO and XY germ cells to pass through meiotic prophase due to delay of meiotic initiation and meiotic arrest when compared to XX germ cells (Hamada *et al*, 2020). Therefore, equalizing the chromatin state between the heterochromatic inactive X and euchromatic active X by X‐reactivation could be a necessary step in order to allow X‐X chromosome pairing during meiotic prophase. Our XRep system will provide a unique tool to test the potential requirement of X‐reactivation for meiotic progression and thereby reveal the biological function of the intriguing epigenetic yoyo of X‐inactivation and ‐reactivation in the mammalian germ cell lineage.

## Materials and Methods

### Cell culture

#### Embryonic stem cell culture: Serum/LIF

Embryonic Stem Cells (ESCs) were maintained and expanded on 0.2% gelatin‐coated dishes in DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% Fetal Bovine Serum (FBS) (ES‐qualified, Thermo Fisher Scientific, 16141079), 1,000 U/ml LIF (ORF Genetics, 01‐A1140‐0100), 1 mM Sodium Pyruvate (Thermo Fisher Scientific, 11360070), 1x MEM Non‐Essential Amino Acids Solution (Thermo Fisher Scientific, 11140050), 50 U/ml penicillin/streptomycin (Ibian Tech, P06‐07100) and 0.1 mM 2‐mercaptoethanol (Thermo Fisher Scientific, 31350010). Cells were cultured at 37°C with 5% CO_2_. Medium was changed every day and cells were passaged using 0.05% Trypsin‐EDTA (Thermo Fisher Scientific, 25300054) and quenched 1:5 in DMEM supplemented with 10% FBS (Life Technologies, 10270106). Cells were monthly tested for mycoplasma contamination by PCR.

#### Embryonic stem cell culture: 2i/LIF

ESCs were cultured for 24 h prior to the start of the primordial germ cell‐like cell induction in 2i/LIF medium. Briefly, a home‐made version of the N2B27 medium was prepared based on previous reports (Ying *et al*, 2008) with additional modifications reported in Hayashi and Saitou (2013) containing two chemical inhibitors 0.4 µM PD032591 (Selleck Chemicals, S1036) and 3 µM CHIR99021 (SML1046, SML1046) together with 1,000 U/ml LIF (ORF Genetics, 01‐A1140‐0100). ESCs were seeded on a dish coated with 0.01% poly‐L‐ornithine (Sigma‐Aldrich, P3655) and 500 ng/ml laminin (Corning, 354232).

#### XRep cell line generation

We used the female F2 ESC line EL16.7 TST (obtained from Jeannie Lee, Massachusetts General Hospital (Boston, USA)), derived from a cross of *Mus musculus musculus* with *Mus musculus castaneus* (Ogawa *et al*, 2008). As a result, cells contain one X chromosome from *M.m. musculus* (X^mus^) and one from *M.m. castaneus* (X^cas^). Moreover, EL16.7 TST contains a truncation of Tsix on X^mus^ (Tsix^TST/+^), which abrogates *Tsix* expression and leads to the non‐random inactivation of X^mus^ upon differentiation. XGFP and XtdTomato vectors were integrated first, followed by integration of rtTA and last of germ cell transcription factor vectors.

##### XGFP and XtdTomato dual‐colour reporter

A GFP reporter construct (Wu *et al*, 2014) was targeted in the second exon of *Hprt* on X^mus^ as described in Bauer *et al* (2021). The same strategy was used to simultaneously target a tdTomato reporter construct in the second exon of *Hprt* on X^cas^ and a GFP reporter on X^mus^. Briefly, 5 × 10^6^ EL16.7 TST ESCs were nucleofected with the AMAXA Mouse Embryonic Stem Cell Nucleofector kit (LONZA, VPH‐1001) using program A‐30 with 1.6 µg each of GFP and tdTomato circularized targeting vectors and 5 µg single gRNA vector PX459 (5′‐TATACCTAATCATTATGCCG‐3′) (Addgene, 48139, a gift from Feng Zhang). Homology arms flanking the target site were amplified from genomic DNA and cloned into pBluescript II SK(+) (Addgene, 212205) by restriction enzyme‐based cloning and the cHS4‐CAG‐nlstdTomato‐cHS4 and cHS4‐CAG‐nlsGFP‐cHS4 constructs, kindly provided by J. Nathans (Wu *et al*, 2014), were cloned between the two homology arms. 7.5 µM of RS‐1 (Merck, 553510) was added to enhance homology‐directed repair. To select for the homozygous disruption of *Hprt*, cells were grown in the presence of 10 µM 6‐thioguanine (Sigma‐Aldrich, A4882‐250MG) for 6 days, and GFP+ / tdTomato+ cells were isolated by FACS using a BD Influx (BD Biosciences). Single clones were screened by Southern blot hybridization as described in (Bauer *et al*, 2021).

##### Rosa26 rtTA

One microgram of R26P‐M2rtTA‐targeting vector (Addgene, 47381) and 5 µg of PX459 gRNA vector (5′‐GACTCCAGTCTTTCTAGAAGA‐3′) were nucleofected with the AMAXA Mouse Embryonic Stem Cell Nucleofector kit (LONZA, VPH‐100) using program A‐30 in the XRep. Cells were selected with 3 μg/ml puromycin (Ibian tech., ant‐pr‐1) for 5 days, with medium being changed daily. Single clones were screened for rtTA expression by quantitative RT–PCR and by Southern blot hybridization, with genomic DNA being digested by EcoRV.

##### Germ cell transcription factors overexpression

PB‐TET vectors containing key germ cell factors Blimp1, Tfap2c and Prdm14 (Nakaki *et al*, 2013) were kindly given by F. Nakaki. Cells were transfected with 3 µg each of PB‐TET vectors, pPBCAG‐hph and a PiggyBac transposase vector using the AMAXA Mouse Embryonic Stem Cell Nucleofector kit (LONZA, VPH‐1001). Transfected cells were selected with 200 μg/ml hygromycin B Gold (Ibian Tech., ant‐hg‐1) for 10 days and genotyped by PCR for transgenes. The primer sequences are shown in Table 1.

**Table 1:** Primer sequences used in this study.

Target Transcript	Forward (5′‐3′)	Reverse (5′‐3′)
*Arbp*	CAAAGCTGAAGCAAAGGAAGAG	AATTAAGCAGGCTGACTTGGTTG
*Xist mus/cas*	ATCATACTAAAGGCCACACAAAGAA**T/C**	ATTTGGATTGCAAGGTGGAT
*Amot mus/cas*	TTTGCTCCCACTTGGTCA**CA/AG**	GACACGTTTGGAGAGGGAAC
*Prdx4 mus/cas*	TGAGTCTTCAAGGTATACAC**TA/AG**	TGAAGTGGTAGCATGCTCTGTT
*Prkx mus/cas*	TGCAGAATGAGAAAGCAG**GC/CT**	CCACGATTACGCAGGTAGGT
*Klf4*	TGGTGCTTGGTGAGTTGTGG	GCTCCCCCGTTTGGTACCTT
*Dnd1*	GCTGCTCAAGTTCAGTACGCAC	GAAGTGCTGCTTTAGGTCTGGC
*Zfp42 (Rex1)*	CCCTCGACAGACTGACCCTAA	TCGGGGCTAATCTCACTTTCAT
*Dnmt3b*	CTCGCAAGGTGTGGGCTTTTGTAAC	CTGGGCATCTGTCATCTTTGCACC
*Dnmt3l*	CCAGGGCAGATTTCTTCCTAAGGTC	TGAGCTGCACAGAGGCATCC
*Blimp1*	AGCATGACCTGACATTGACACC	CTCAACACTCTCATGTAAGAGGC
*Prdm14*	ACAGCCAAGCAATTTGCACTAC	TTACCTGGCATTTTCATTGCTC
*Tfap2c*	GGGCTTTTCTCTCTTGGCTGGT	TCCACACGTCACCCACACAA
*Avi‐Blimp1*	TGGTGCCTGTAAAGGTCAAAC	GGCGGAATTAGCTTATCGAC
*3xFLAG‐Prdm14*	TCCTGGATCAAGAGGCTTTC	ACTAGCTAGAGCGGCCATCAC
*V5‐Tfap2c*	ATTCCAGCAAGACGATGGAG	GGCGGAATTAGCTTATCGAC
*rtTA*	CTACCACCGATTCTATGCCCC	CGCTTTCGCACTTTAGCTGTT

Copy number integration was estimated by Southern blot hybridization. Briefly, 15 µg of genomic DNA were digested with BamHI. DNA fragments were electrophoresed in 0.8% agarose gel and transferred to an Amersham Hybond XL membrane (GE Healthcare, RPN303S). The b‐geo probe was designed downstream of the BamHI site, obtained by digesting the PB‐TET‐Avi‐Blimp1 plasmid with CpoI/SmaI, labelled with dCTP [α‐32P] (Perkin Elmer, NEG513H250UC) using High Prime (Roche, 11585592001), purified with an Illustra ProbeQuant G‐50 Micro Column (GE Healthcare, 28903408) and hybridization performed in Church buffer. Radioisotope images were captured with a Phosphorimager Typhoon Trio.

#### Epiblast‐like cell and primordial germ cell‐like cell induction

XRep ESCs were induced into PGCLCs as described previously (Hayashi & Saitou, 2013) with the following modifications as this condition was most efficient in generating PGCLCs. ESCs were thawed on 0.2% gelatin in serum/LIF and after 24 h seeded at a density of 0.6 × 10^5^ cells/cm^2^ in 2i/LIF medium on a dish coated with 0.01% poly‐L‐ornithine (Sigma‐Aldrich, P3655) and 500 ng/ml laminin (Corning, 354232). Twenty‐tour hours later, ESCs were dissociated with TrypLE express for 5 min at 37°C and induced into EpiLCs by addition of human recombinant basic fibroblast growth factor (bFGF) (Invitrogen, 13256‐029) and activin A (Peprotech, 120‐14P) and seeding on 16.7 µg/ml human plasma fibronectin‐coated plates (Merck Millipore, FC010). After 48h, EpiLCs were split using TrypLE Express (Life Technologies 12604013) and re‐seeded at 0.2 × 10^5^ cells/cm^2^ on 16.7 µg/ml human plasma fibronectin‐coated plates. After an additional 48 h, EpiLCs were aggregated in U‐bottom 96‐well Lipidure‐Coat plate (Thermo Fisher Scientific, 81100525) at 2,000 cells per aggregate in GK15 medium (GMEM (Life Technologies, 11710035), 15% KnockOut Serum Replacement (KSR) (Thermo Fisher, 10828028), 0.1 mM nonessential amino acids (NEAA) (Thermo Fisher Scientific, 11140050), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360), 2 mM Glutamax (Life Technologies, 35050061), 0.1 mM 2‐mercaptoethanol (Thermo Fisher Scientific, 21985‐023) and 100 U/ml penicillin and 0.1 mg/ml streptomycin (Thermo Fisher Scientific, 15140) with 1.5 µg/ml doxycycline (Tocris, 4090/50) for 5 days.

#### Embryonic Germ Cell (EGC) colony‐forming assay

Primordial germ cell‐like cells were sorted by FACS at day 5 of differentiation for their XGFP status and seeded onto immortalized mouse embryonic fibroblasts at 1,000 cells/well of a six‐well plate. Cells were cultured for 7 days in 2i/LIF medium thereby facilitating their transition into pluripotent EGC colonies (Leitch *et al*, 2010), changing the medium every 24 h. EGC colony‐forming capacity of XGFP+ and XGFP− PGCLCs was compared to ESCs replated at equal numbers and scored by alkaline phosphatase (AP) staining. Cells were fixed in 4% paraformaldehyde before adding the AP solution (1 mg/ml Fast Red (Sigma, F8764) and 0.01% w/v Naphthol AS‐MX phosphate (Sigma, 855)). The reaction was stopped after 10 min by removing the AP solution and washing the cells with MillQ water. Each well was imaged with a digital camera and EGC colonies were counted manually.

#### PGCLCs mitotic expansion

PGCLC mitotic expansion culture was performed as previously described (Ohta *et al*, 2017) with few modifications. Briefly, 5 days after PGCLC induction, SSEA1+/CD61+ PGCLCs were sorted by flow cytometry onto m220 feeder cells, which constitutively express a membrane‐bound form of mouse stem cell factor (Dolci *et al*, 1991; Majumdar *et al*, 1994) on 0.1% gelatin‐coated optical bottom plates (Nunc, 165305). The expansion culture was maintained for a total of 9 days. The first 3 days in GMEM containing 100 ng/ml SCF (Peprotech, 250‐03), 10 µM forskolin (Sigma‐Aldrich, F3917), 10 µM rolipram (Abcam, ab120029), 2.5% FBS (Capricorn Scientific, FBSES12B), 10% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM Glutamax (Life Technologies, 35050061), 0.1 mM 2‐mercaptoethanol, 100 U/ml penicillin, 0.1 mg/ml streptomycin and 100 nM all‐trans retinoic acid (RA) (Enzo Life Sciences, BMLGR100).

#### PGCLCs meiosis induction

Meiosis was induced after 3 days of mitotic expansion culture as previously reported (Miyauchi *et al*, 2017, 2018) by a combined treatment of 300 ng/ml BMP2 (R&D Systems, 355‐BM) and 100 nM RA. Medium was replaced completely every 2 days until the end of the culture period.

#### rOvary reconstitution

A total of 10,000 sorted SSEA1+/CD61+ PGCLCs were mixed with 75,000 freshly thawed E13.5 female somatic gonadal and mesonephric cells (SSEA1−/CD31−) or E12.5 female somatic gonadal cells from CD1/ICR strain mice and cultured in Lipidure‐Coat plates at 37°C in a 5% CO_2_ incubator for 6 days for the scRNAseq protocol or for 2 days for the IVDi as described in Hayashi *et al* (2017). Mouse care and procedures were conducted according to the protocols approved by the Ethics Committee on Animal Research of the Parc de Recerca Biomèdica de Barcelona (PRBB) and by the Departament de Territori i Sostenibilitat of the Generalitat de Catalunya (Ref. No. 10469).

#### Oocyte *in vitro* differentiation (IVDi) culture

IVDi culture was performed as previously described (Hayashi *et al*, 2017). Briefly, one single rOvary was placed in the middle of a 24‐well Transwell‐COL membrane (Corning, CLS3470‐48EA) and cultured in alpha‐MEM (Life Technologies, 12571063) with 0.15 mM ascorbic acid (Sigma‐Aldrich, A7506), 2% FBS, 2 mM Glutamax (Life Technologies, 35050061), 0.1 mM 2‐mercaptoethanol and 50 U/ml penicillin/streptomycin under normoxic condition (20% O_2_ and 5% CO_2_ at 37°C) for 11 days, changing IVDi medium every other day.

#### Fluorescence‐activated cell sorting (FACS)

After 5 days of culture, PGCLC aggregates were dissociated using TrypLE Express (Thermo Fisher Scientific, 12604021) for 8 min at 37°C, with periodical tap mixing. The reaction was quenched 1:5 with wash buffer DMEM/F12 (Thermo Fisher Scientific, 11320‐082) containing 0.1% bovine serum albumin (BSA) fraction V (Thermo Fisher Scientific, 15260‐037) and 30 mM HEPES (Gibco, 15630‐056) containing 0.1 mg/ml of DNAse I (Sigma‐Aldrich, DN25‐10MG). The cell suspension was centrifuged at 300 *g* for 5 min, resuspended in FACS buffer (0.1% BSA in PBS) and passed through a 70 µm cell strainer (Corning, 352350). Cells were stained with 1:100 SSEA1‐eFluor 660 (Thermo Fisher Scientific, 50‐8813‐42) and 1:10 CD61‐PE‐Vio770 (Miltenyi Biotec, 130102627) for 1h at 4°C. Cells were washed thrice with FACS Buffer, stained with 1:1,000 DAPI (Thermo Fisher Scientific, D1306) and then FACS sorted using a BD FACSAria II or a BD Influx. Double‐positive population of PGCLCs was collected in GK15 medium. Data were analysed with Flowjo (Tree Star) software.

#### Cell cycle analysis

Identification of G1, S and G2/M cell cycle phases was based on DNA content and performed as described previously (Bonev *et al*, 2017) with minor modifications. Briefly, ESCs, EpiLC and PGCLCs were dissociated and quenched as described above. Cells were then fixed for 10 min at room temperature with freshly prepared 1% formaldehyde in PBS (Sigma‐Aldrich, F8775‐4X25ML) and the reaction then quenched by addition of 0.2 M glycine (NZYTech, MB01401) for 15 min on ice. 1 × 10^6^ cells/ml were permeabilized using 0.1% saponin (Sigma‐Aldrich, 47036‐50G‐F) containing 10 µg/ml DAPI (Thermo Fisher Scientific, D1306) and 100 µg/ml RNase A (Thermo Fisher Scientific, EN0531) for 30 min at room temperature, protected from light with slight agitation. After washing once with cold PBS, samples were resuspended in cold 0.5% BSA in PBS at a concentration of 1 × 10^6^ cells/ml and immediately analysed using a BD LSRFortessa.

#### Immunofluorescence of PGCLC bodies and rOvaries

Immunofluorescence analysis of PGCLC bodies or rOvaries was performed on cryosections prepared as follows: Aggregates were fixed with 4% paraformaldehyde (PFA) (Electron Microscopy Science, 15713) in PBS at room temperature for 30 min, followed by three washes in PBS and submerged in serial concentrations of 10 and 30% of sucrose (Sigma‐Aldrich, S0389) in PBS, 15 mins and overnight at 4°C respectively. The samples were embedded in OCT compound (Sakura Finetek, 4583), snap‐frozen in liquid nitrogen and cryo‐sectioned at a thickness of 10 µm at −20°C on a cryostat (Leica, CM1850). The sections were placed on a coated glass slide (MAS‐GP type A; Matsunami, S9901) and dried completely.

For immunostaining, the slides were blocked with PBS containing 10% normal goat serum (NGS) (Abcam, ab7481), 3% BSA (Sigma‐Aldrich, A3311) and 0.2% Triton X‐100 (Sigma‐Aldrich, T9284) for 1 h at room temperature, followed by incubation with the primary antibodies diluted in a 1:1 solution of blocking buffer to PBS with 0.2% Tween (PBST) (Sigma‐Aldrich, P7949) overnight at room temperature. The slides were washed three times with PBST, then incubated with the secondary antibodies diluted as the primary, with DAPI at 1 µg/ml for 1 h at room temperature. Following three washes in PBST, the samples were mounted in VECTASHIELD with DAPI (Vector Laboratories, H1200) and observed under a Leica SP8 confocal microscope. All images were analysed using Fiji/Image J software (Schindelin *et al*, 2012). All antibodies used in this study are listed in Table 2.

**Table 2:** Antibodies used in this study.

Name	Description	Dilution	Company	Catalogue#
Primary antibody				
Anti‐Sox2	Rabbit polyclonal	100x	Abcam	ab97959
Anti‐Tfap2 (6E4/4)	Mouse monoclonal	300x	Santa Cruz	SC12762
Anti‐H3K27me3	Mouse monoclonal	500x	Active Motif	61017
Anti‐Sycp3	Mouse monoclonal	100x	Abcam	ab97672
Anti‐γH2A.X S139	Rabbit polyclonal	100x	Abcam	ab11174
Anti‐Dazl	Rabbit polyclonal	200x	Abcam	ab34139
Anti‐GFP	Chicken polyclonal	500x	Abcam	ab13970
Surface markers				
SSEA1‐eFluor 660	Mouse monoclonal	50x	Thermos	50‐8813‐42
CD61‐PE‐Vio770	Hamster monoclonal	10x	Miltenyi Biotec	130‐102‐627
Secondary antibody				
Anti‐chicken IgY	Goat polyclonal / Alexa488	500x	Life Technologies	A11039
Anti‐rabbit IgG	Goat polyclonal / Alexa488	500x	Life Technologies	A11034
Anti‐mouse IgG	Goat polyclonal / Alexa555	500x	Life Technologies	A21424
Anti‐rabbit IgG	Donkey polyclonal/Alexa647	500x	Life Technologies	A31573

#### Immunofluorescence of cultured PGCLC‐derived cells

Immunofluorescence analysis of cultured PGCLC‐derived cells was performed as described in (Nagaoka *et al*, 2020). Briefly, PGCLCs were cultured on m220 feeder cells seeded on a 0.1% gelatin‐coated plate used specifically for imaging (Nunc, 165305). PGCLC‐derived cells were fixed at c5, c7 or c9 with 4% PFA (Electron Microscopy Science, 15713) in PBS at room temperature for 30 min, followed by three washes in PBS. Fixed cells were blocked in PBS containing 10% NGS, 3% BSA and 0.2% Triton X‐100 for 1 h, then incubated with the primary antibodies diluted in a 1:1 solution of blocking buffer to PBS with 0.2% Tween (PBST) at room temperature overnight. After three washes in PBST, cells were incubated with the secondary antibodies and DAPI at room temperature for 2 h and washed three times in PBST. Finally, the well was filled with VECTASHIELD without DAPI (Vector laboratories, H1000). Immunostained samples were observed with a Leica SP8 confocal microscope.

#### Meiotic cell spreads

Cultured PGCLC‐derived cells were harvested by TrypLE Express at 37°C for 5 min, quenched with 1:1 TrypLE wash buffer (DMEM/F12 containing 0.1% BSA fraction V, 30 mM HEPES), filtered through a 70 µM strainer and centrifuged at 300 *g* for 5 min. Cell pellets were dislodged by tapping and washed once in PBS. Cells were then treated with a hypotonic solution (30 mM Tris–HCl, 50 mM sucrose (Sigma, S0389), 17 mM trisodium citrate, 5 mM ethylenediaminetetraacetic acid (EDTA), 2.5 mM dithiothreitol (DTT) (Sigma, D0632) and 0.5 mM phenylmethylsulfonylfluoride (PMSF) (Sigma, P7626)), pH 8.2‐8.4 at room temperature for 20 min. Cells were spun down 3 min at 300 *g*, resuspended in 100 mM sucrose and the cell suspension distributed onto slides (Matsunami, S9901) covered with 1% PFA in H_2_O (Electron Microscopy Science, 15713) with 0.2% Triton X‐100 (pH 9.2–9.4). The slides were incubated at room temperature overnight in a humidified chamber. Finally, the slides were air‐dried and washed with 0.5% Kodak Photo‐Flo 200 (Kodak, B00K335F6S) for 2 min at room temperature. The spread slides were blocked in PBS containing 10% NGS, 1% BSA for 1 h and then incubated with the primary antibodies diluted in a 1:1 solution of blocking buffer to PBS with 0.2% Tween (PBST) at room temperature overnight. After three washes in PBST, cells were incubated with the secondary antibodies and DAPI at room temperature for 2 h, washed three times in PBST and mounted in VECTASHIELD mounting medium with DAPI (Vector Laboratories, h1200). Immunostained cells were observed under a Leica SP8 confocal microscope.

#### Immunofluorescence of IVDi tissues

Day 11 IVDi tissues were treated while still attached to the transwell member as follow: culture medium was carefully removed from the transwell and the whole membrane was fixed in 4% PFA (Electron Microscopy Science, 15713) in PBS for 30 min at room temperature, washed twice with PBS and blocked overnight at room temperature in 10% NGS, 1% BSA and 0.2% Triton X‐100. Primary antibodies were diluted in a 1:1 solution of blocking buffer to PBS with 0.2% Tween (PBST) and incubated overnight. After three washes with PBST, secondary antibodies and DAPI diluted as the primary were incubated an additional overnight, washed thrice and the whole membrane mounted on VECTASHIELD with DAPI (Vector Laboratories, H1200). Immunostained tissues were observed under a Leica SP8 confocal microscope.

#### Tilescan analysis

All images were analysed using Fiji/Image J software (Schindelin *et al*, 2012). XtdTomato fluorescence was used to determine aggregate size. First, Gaussian Blur with Sigma (Radius) 5.00 was applied. Then, a threshold with 10–255 and settings “dark background” and “B&W” was set. Finally “Analyze Particles” was used to measure aggregate size.

#### RNA fluorescent in situ hybridization and immunofluorescence

Cells were fixed with 3% paraformaldehyde PFA (Electron Microscopy Science, 15713) for 10 min with 2 mM Ribonucleoside‐Vanadyl Complex RVC (New England Biolabs, S1402S) at room temperature and then permeabilized for 5 min on ice in 0.5% Triton‐X with 2 mM RVC. Cells were then blocked in 3% BSA/PBS with 2mM RVC for 1h at room temperature, incubated with primary antibodies diluted in blocking solution with 2mM RVC overnight at 4°C. The secondary antibodies were diluted in blocking buffer and incubated 1h at room temperature. Cells were then again fixed in 3% PFA for 10 min at room temperature. Strand‐specific RNA FISH was performed with fluorescently labelled oligonucleotides (IDT) as described previously (Del Rosario *et al*, 2017). Briefly, probe mix was prepared by mixing 10 ng/ml equimolar amounts of Cy5 labelled Xist probes BD384‐Xist‐Cy5‐3' (5'‐ATG ACT CTG GAA GTC AGT ATG GAG /3Cy5Sp/ ‐3'), BD417‐5'Cy5‐Xist‐Cy5‐3' (5'‐ /5Cy5/ATG GGC ACT GCA TTT TAG CAA TA /3Cy5Sp/ ‐3'), 0.5 µg/µl yeast t‐RNA (Life Technologies, 15401029) and 20 mM RVC. Probe mix was pre‐annealed at 80°C for 10 min followed by 30 min at 37°C and hybridized in 25% formamide, 10% dextran sulphate and 2xSSC pH 7 at room temperature overnight. Slides were then washed in 25% formamide 2xSSC pH 7 at room temperature, followed by washes in 2xSSC pH 7 and then mounted with Vectashield (Vector Laboratories, H1200). Images were acquired using a Zeiss Cell Observer.

#### RNA extraction, cDNA synthesis and qPCR analysis

Total RNA was isolated from ESCs, EpiLCs and PGCLCs (two biological replicates each, corresponding to two different clones, with further two technical replicates each) using phenol‐chloroform extraction (Sigma Aldrich, P2069) followed by ethanol precipitation and quantified by Nanodrop. cDNA was produced with a High‐Capacity RNA‐to‐cDNA kit (Thermo Fisher Scientific, 4387406) and was used for qRT–PCR analysis in triplicate reactions with Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, 4367659). The gene expression levels are presented as ∆∆Ct normalized with the mean Ct values of one housekeeping gene, Arbp, in a normalization sample (ESCs). The primer sequences used in this study are listed in Table 1.

#### Bulk RNA‐seq analysis

RNA libraries were prepared using the TruSeq Stranded Total RNA Library Preparation kit (Illumina, 20020596) followed by 125 bp paired‐end sequencing on an Illumina HiSeq 2500.

##### Allele‐specific analysis

FastQ files that passed quality control were aligned to the mm10 reference genome containing CAST/EiJ and 129S1/SvImJ SNPs positions masked. The positions of all 36 mouse strains SNPs were downloaded from ftp: https://ftp‐mouse.sanger.ac.uk/REL‐1505‐SNPs_Indels/mgp.v5.merged.snps_all.dbSNP142.vcf.gz.tbi. From here, we generated a VCF file containing only the SNPs information for the strains of interest, CAST/EiJ and 29S1/SvImJ. Reads with ≥ 1 SNPs were retained and aligned using STAR (Dobin *et al*, 2013) implementing the WASP method (van de Geijn *et al*, 2015) for filtering of allele‐specific alignments.

The generated bam files were used for counting reads using the HTseq tool (v0.6.1) (Anders *et al*, 2015). All of the steps above were performed using a customized Nextflow pipeline (Di Tommaso *et al*, 2017). We obtained between 50x10^6^ and 75x10^6^ reads per replicate. Coherence among samples, time points and replicates was verified by principal component analysis (PCA). Batch effects in principal component analysis (PCA) for comparison to *in vivo* samples were corrected using the R package limma (Ritchie *et al*, 2015).

Differential expression analysis was performed using the R package DESeq2 (v1.16) (Love *et al*, 2014). Briefly, differentially expressed genes were called by comparing XGFP+ PGCLCs and XGFP− PGCLCs or XGFP+ PGCLCs to ESCs. The DESeqDataSet (dds) was generated considering the dataset in its entirety while the DEseq analysis was conducted on dataset filtered as follows: Read counts were normalized by library size using “estimateSizeFactors,*”* were filtered for having a mean across the samples > 10 (a more stringent cut‐off than the sum across the samples > 10) and poorly annotated genes on chromosomal patches were removed. The resulting 16,289 genes were kept for downstream analysis. Log2‐fold change was shrinked using the “normal” parameter.

Gene ontology enrichment analysis performed on top and bottom differentially expressed genes defined as FDR < 0.001 e log2‐fold change > |1| using the Gorilla. Over‐represented categories were simplified using Revigo (http://revigo.irb.hr/) using a similarity of 0.4 as threshold. As background, all identified genes were used.

#### Single‐cell RNA‐seq analysis

Full‐length single‐cell RNA‐seq libraries were prepared using the SMART‐Seq v5 Ultra Low Input RNA (SMARTer) kit for Sequencing (Takara Bio). All reactions were downscaled to one quarter of the original protocol and performed following thermal cycling manufacturer’s conditions. Cells were sorted into 96‐well plates containing 2.5 µl of the reaction buffer (1× Lysis Buffer, RNase Inhibitor 1 U/µl). Reverse transcription was performed using 2.5 µl of the RT MasterMix (SMART‐Seq v5 Ultra Low Input RNA kit for Sequencing, Takara Bio). cDNA was amplified using 8 µl of the PCR MasterMix (SMART‐Seq v5 Ultra Low Input RNA kit for Sequencing, Takara Bio) with 25 cycles of amplification. Following purification with Agencourt Ampure XP beads (Beckmann Coulter), product size distribution and quantity were assessed on a Bioanalyzer using a High Sensitivity DNA kit (Agilent Technologies). A total of 140 pg of the amplified cDNA was fragmented using Nextera XT (Illumina) and amplified with double indexed Nextera PCR primers (IDT). Products of each well of the 96‐well plate were pooled and purified twice with Agencourt Ampure XP beads (Beckmann Coulter). Final libraries were quantified and checked for fragment size distribution using a Bioanalyzer High Sensitivity DNA kit (Agilent Technologies). Pooled sequencing of Nextera libraries was carried out using a HiSeq4000 (Illumina) obtaining between 0.5 × 10^6^ and 1.5 × 10^6^ reads per cell. Sequencing was carried out as paired‐end (PE75) reads with library indexes corresponding to cell barcodes.

Allele‐specific alignment was done as described for bulk RNA‐seq analysis using STAR and WASP. Data processing and visualization was performed using the R package Seurat (v4.0) (Stuart *et al*, 2019).

#### In vitro single‐cell analysis

The non‐allelic gene expression matrix was filtered for protein‐coding and non‐coding transcripts using annotations from mmusculus_gene_ensembl version 67. Low‐quality cells with less than 4,000 identified genes, less than 10,000 RNA molecules or more than 5% mitochondrial reads were removed. Data were log normalized and the top 2,000 highly variable features were selected for downstream analysis. The expression matrix was then scaled and linear dimensional reduction was performed. To ensure that our analysis would not be confounded by *in vitro* differentiation artefacts, we focussed our analysis on germ cells by subsetting for cells with a normalized and scaled *Dazl* expression greater than 1 (60 of 460 sorted germ cells did not pass this criterium). Moreover, only cells that passed our allelic expression QC (explained below) were retained. Clusters were subsequently identified using “FindClusters” at a resolution of 0.8 on the first 20 principal components and visualized as UMAP projections using “RunUMAP.” Clusters were annotated based on marker gene expression. Processing of allelic data was performed for all cells that passed the Seurat QC. Cells that passed the following criteria were considered for downstream analysis: More than 3,500 total allelic reads (sum of mus and cas), a minimum of 25 allelically expressed genes as well as a minimum of 3% of total allelic reads from either genotype. Moreover, a gene was considered informative if the sum of its allelic reads was higher than 10 and if it was expressed in at least 25% of cells. This resulted in 379 cells that passed all our quality control steps.

#### In vivo single‐cell analysis

Allelic single‐cell data of E6.5 embryos were obtained from GEO GSE109071 (Cheng *et al*, 2019: Data ref: Deng & Cheng, 2019), non‐allelic analysis was performed as described above for *in vitro*. Processing of allelic data was performed for all cells that passed the Seurat QC. Cells that passed the following criteria were considered for downstream analysis: 400 total allelic reads (sum of cas and C57) and a minimum of 25 allelically expressed genes. Moreover, a gene was considered informative if the sum of its allelic reads was higher than 10 and if it was expressed in at least 20% of cells. This gave 239 cells in total and 16,003 informative genes.

Single‐cell data of *in vivo* female germ cells were obtained from GEO GSE130212 (Zhao *et al*, 2020a: Data ref: Zhao *et al*, 2020b). Non‐allelic analysis was performed as described above for *in vitro* with the following exceptions: low‐quality cells with less than 2,000 identified genes, less than 2,000 RNA molecules were removed. To ensure that the analysis would not be confounded by somatic cells, we focussed it on germ cells by subsetting for cells with a normalized and scaled *Dazl* expression > 0.5 and removed somatic cells by subsetting for cells with expression < 0.5 for *Nr5a1*, *Axl*, *Fosb*, *Emx2* and *Gata4*. This gave 18,417 cells in total and 14,133 informative genes.

#### RNA velocity analysis

Non‐allele‐specific RNA velocity analysis was performed as follows: Briefly, *loom* files only of *Dazl‐*positive cells were generated from the non‐allelic‐specific BAM files from STAR using *velocyto run‐smartseq2* version v0.17.17 using the default parameters, mouse genome assembly mm10 and the UCSC repeat genome masked regions using custom‐made scripts.

Subsequently, the *loom* files were imported into Python version 3.7 and processed using scVelo v0.2.3 (Bergen *et al*, 2020). The metadata, the clusters and the UMAP dimensionality reduction coordinates from Seurat were imported, then the single‐cell data were filtered and normalized with a minimum of 20 counts and 2,000 top genes. The moments for velocity estimations were computed with 20 principal components and 30 neighbours. The genes' full splicing kinetics were recovered before estimating the velocities using the *dynamical model*. The RNA velocity was visualized using *velocity_embedding_stream* colour coding cells by their Seurat cluster.

#### Integration with *in vivo* datasets

Single‐cell data of *in vivo* female germ cells (Zhao *et al*, 2020) were analysed as described above. Normalized and scaled *in vivo* and *in vitro* data from this study were merged by canonical correlation analysis (CCA) using the Seurat function RunCCA. UMAP was then performed using CCA.

### Statistical analysis

Statistical analysis of replicate data was performed using appropriate strategies in *R*. Number of independent experiments (*n*), type of statistical test, definition of significance and measurements are defined in figure legends. No statistical method was used to predetermine sample size and no data were excluded from the analyses. Samples were not randomized and investigators were not blinded to group allocation during data collection and analysis.

## Author contributions

**Jacqueline Serverino:** Conceptualization; Data curation; Software; Formal analysis; Investigation; Visualization; Methodology; Writing—original draft; Writing—review & editing. **Moritz Bauer:** Conceptualization; Data curation; Software; Formal analysis; Investigation; Visualization; Methodology; Writing—original draft; Writing—review & editing. **Tom Mattimoe:** Data curation; Formal analysis; Investigation; Methodology; Writing—review & editing. **Niccolo Arecco:** Data curation; Software; Formal analysis; Investigation; Methodology; Writing—review & editing. **Luca Cozzuto:** Software; Methodology. **Patricia Lorden:** Investigation. **Norio Hamada:** Resources; Methodology. **Yoshiaki Nosaka:** Resources; Methodology. **So I Nagaoka:** Resources; Methodology. **Pauline Audergon:** Methodology. **Antonio Tarruell:** Methodology. **Holger Heyn:** Resources; Supervision; Methodology. **Katsuhiko Hayashi:** Resources; Supervision; Methodology. **Mitinori Saitou:** Resources; Supervision; Methodology. **Bernhard Payer:** Conceptualization; Resources; Supervision; Funding acquisition; Writing—original draft; Writing—review & editing.

In addition to the CRediT author contributions listed above, the contributions in detail are:

BP, JS and MB conceived the study and wrote the manuscript with input from TM. JS and TM performed experiments. MB and JS established XRep cell line. JS, MB and NA performed bioinformatic analyses. LC wrote the bioinformatic pipeline. JS, MB and NA integrated and visualized data. PA and AT contributed to the initial experimental design setup. PL and HH prepared the single‐cell sequencing libraries. NH, KH, YN, SIN and MS provided constructs, mouse gonadal somatic and m220 feeder cells, and input on experimental set‐up and manuscript writing. BP acquired funding and supervised the research.

## Disclosure and competing interests statement

HH is co‐founder of Omniscope and SAB member of MiRXES.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

## Data Availability

The accession number for the sequencing datasets reported in this study is GEO: GSE169201 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169201). Data analysis code: https://github.com/biocorecrg/allele_specific_RNAseq.

# Supplementary material for: Controlled X‐chromosome dynamics defines meiotic potential of female mouse in vitro germ cells
**Source:** EMBO J. 2022 May 23;41(12):e109457. doi: 10.15252/embj.2021109457
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. A tailor-made system to trace X-chromosome inactivation and reactivation dynamics during PGCLC induction.

- A The left panel shows representative contour plots of FACS analysis of PGCLC induction, without or with Dox, in PGCLC d4 induced from EpiLC d2. The right panel shows PGCLC d5 induced from EpiLC d4. The number indicates the percentage of gated germ cells identified by CD61 and SSEA1 signal. Shown are contour plots gated on live cells.
- B Bar plots showing XGFP percentages from CD61+ SSEA1+ PGCLCs. Each dot represents a separate induction ( $n = 3$ ), performed in two biological clones.
- C Quantitative RT-PCR of XGFP and XTomato reporters throughout the differentiation timeline, normalized to embryonic stem cells. Horizontal line indicates mean fold change for three separate inductions, using two different clones.
- D Immunolabelling with antibodies against SOX2 (yellow), XGFP (green) and H3K27me3 (red) in EpiLCs, PGCLCs d1 and PGCLCs d5. Images show representative groups of cells showing H3K27me3 enrichment on the X<sup>mus</sup>. The white squares represent the position of the magnified region at the right. Cells were counterstained with DAPI (grey). Dashed line indicates SOX2+/H3K27me3- cells. Continuous line indicates SOX2+/H3K27me3+ cells. Scale bar, 50 and 10  $\mu\text{m}$  for the magnified region.
- E Barplots indicating the percentage of cells having H3K27me3 accumulation. PGCLC d1 and PGCLC d5 H3K27me3 percentages are calculated from SOX2-positive cells. On top of the bars, the total cell number analysed from  $n = 3$  separate inductions, using two biological clones, is indicated.
- F Barplots indicating the percentage of H3K27me3 accumulation separated by XGFP- and XGFP+ cells. PGCLC d1 and PGCLC d5 H3K27me3 percentages are calculated from SOX2-positive cells. On top of the bars, the total cell number analysed from  $n = 3$  separate inductions, using two biological clones is indicated.

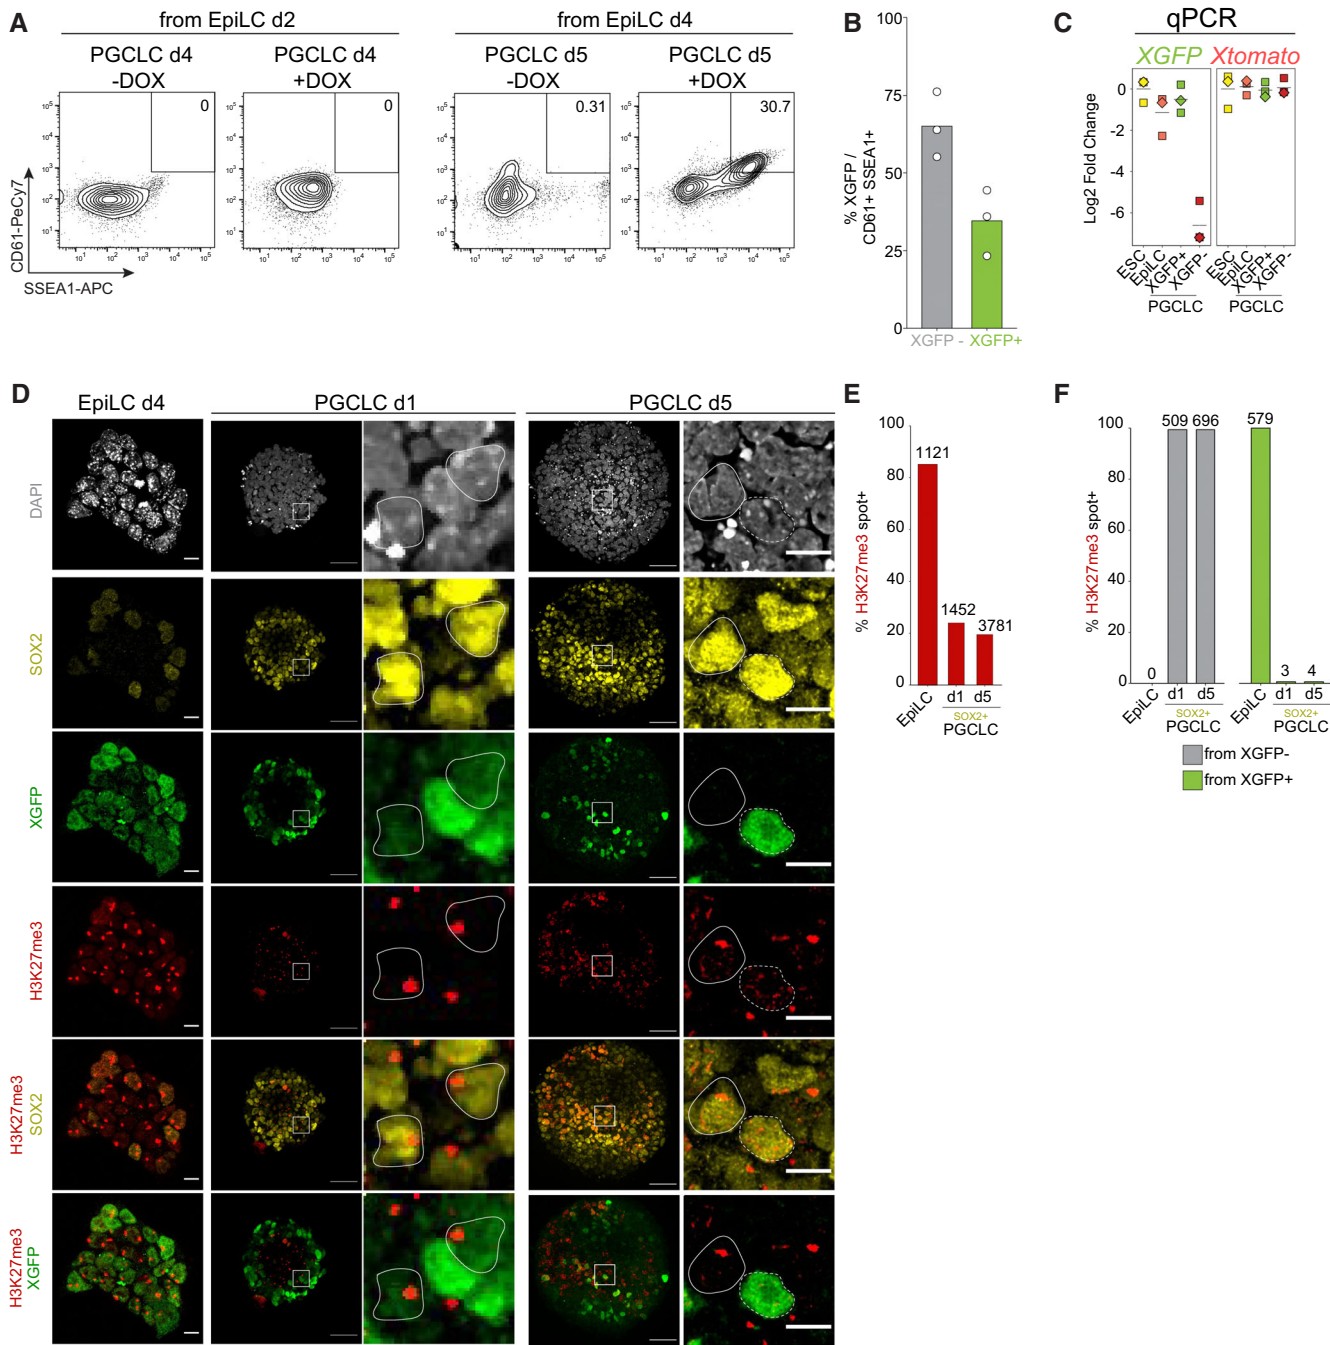

Figure EV1.

**Figure EV2. Gene expression analysis reveals two PGCLC subpopulations.**

- A Top panel shows representative contour plots of FACS analysis of PGCLC induction, without or with Dox, in PGCLC d5. The number indicates the percentage of gated germ cells identified by CD61 and SSEA1 signal. Bottom panel indicates the percentages of XGFP+ (green box) or XGFP– (red box) cells. For the +Dox condition, percentages of XGFP+ and XGFP– cells originating from SSEA1+/CD61+ gate are shown. Shown are contour plots gated on live cells.
- B PCA of gene expression dynamics during PGCLC differentiation.  $n$  = Top 500 most variable genes excluding X-chromosomal genes. Axes indicate the variance. Arrows indicate hypothetical trajectory. Shapes indicate the clones (A11 = square, E9 = rhombus).
- C Quantitative RT–PCR of selected differentially expressed early germ cell marker genes in ESCs, EpiLCs, XGFP+ PGCLCs and XGFP– PGCLCs during the differentiation time course. Each point represents a separate biological replicate, originating from either clone A or clone E.  $n$  = 3 biological replicates. The numbers above the bars indicate  $P$ -values (two-sample unpaired Wilcoxon–Mann–Whitney test with  $R$  defaults).
- D Expression levels (normalized DESeq2 counts) of selected differentially expressed meiosis marker genes in ESCs, EpiLCs, XGFP+ PGCLCs and XGFP– PGCLCs during the differentiation time course. Genes with  $FDR < 0.001$  were considered significantly differentially expressed. Points indicate expression of individual biological replicates.
- E Representative images showing the X-activity reporter status in colonies formed by ESCs, XGFP+ PGCLCs and XGFP– PGCLCs after 7 days of culture in 2i/LIF on immortalized mouse embryonic fibroblasts. BF, bright field. Scale bars = 200  $\mu$ m.
- F FACS analysis showing the X-reporter status of the indicated cell types after 7 days of culture in 2i/LIF on immortalized mouse embryonic fibroblasts. Numbers indicate the percentage of cells falling in the corresponding gate. Histograms come from XTomato+ gated cells depleted of immortalized mouse embryonic fibroblasts.

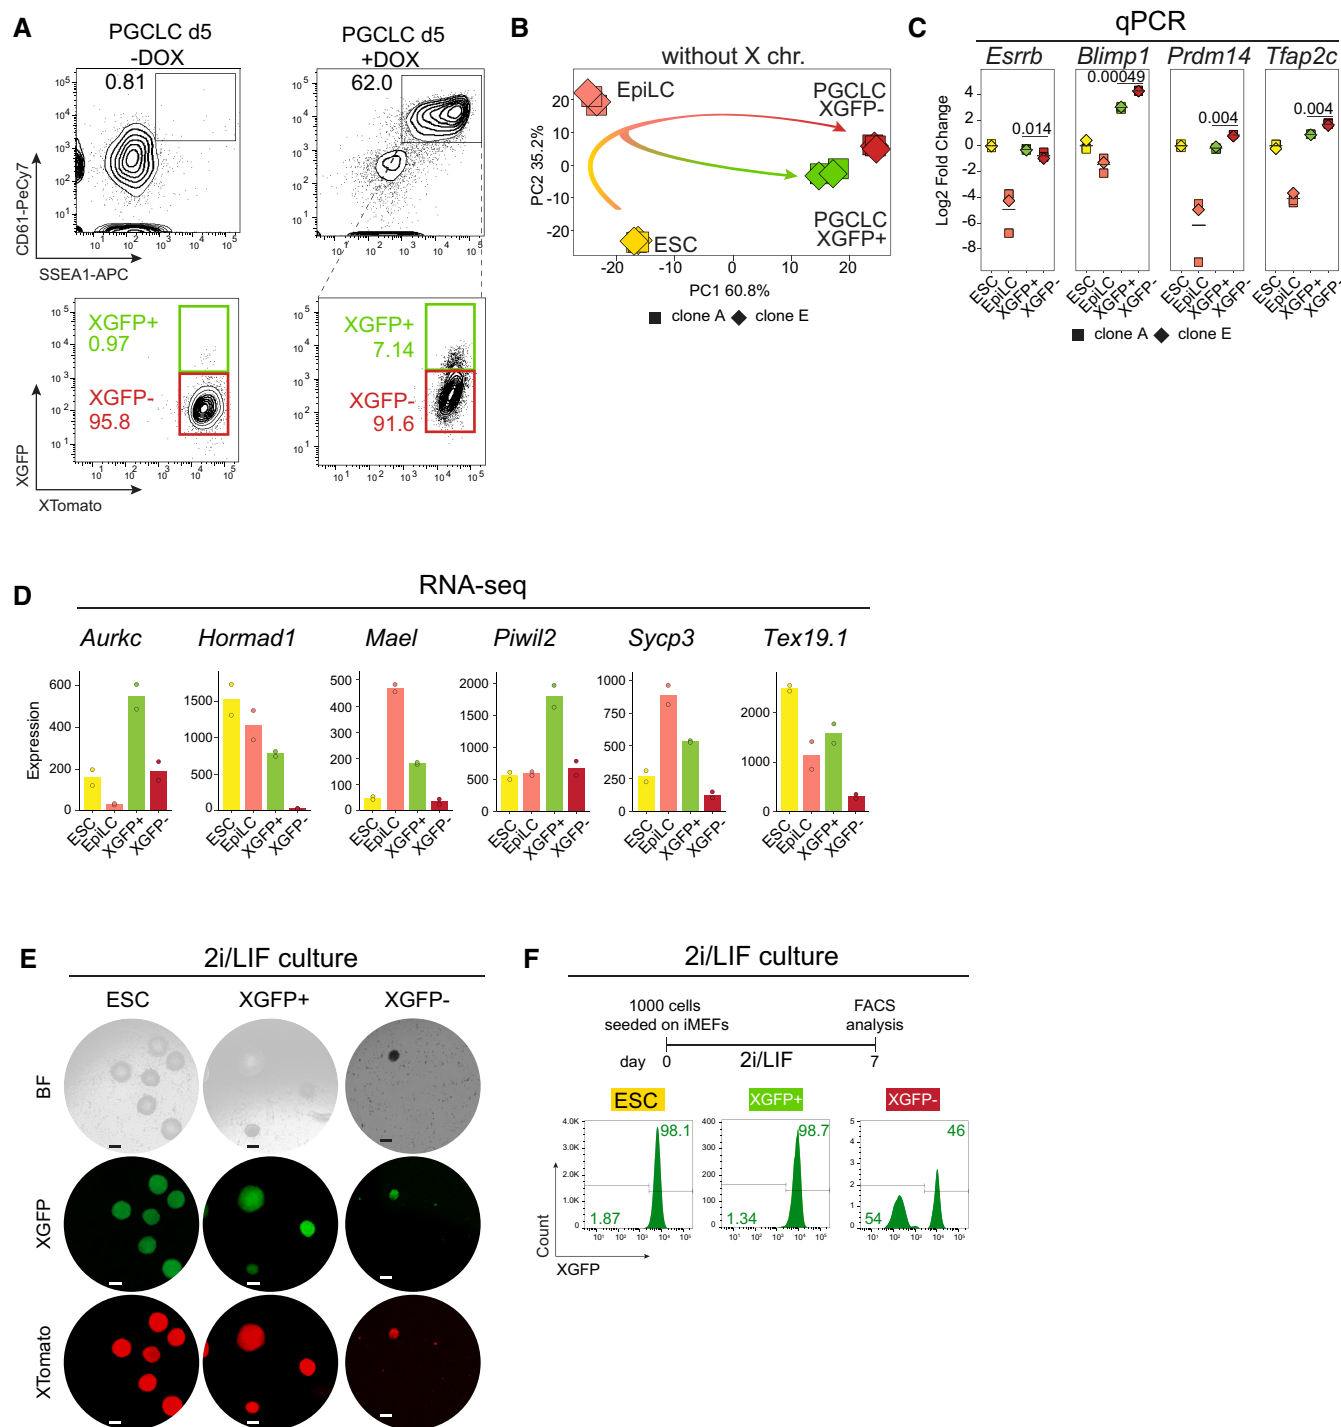

Figure EV2.

**Figure EV3. Characterization of X-inactivation dynamics during PGCLC induction.**

- A Distribution of the allelic ratio of X-linked genes in ESCs. Dashed lines indicate a biallelic expression window from 0.3 to 0.7.  $n = 334$  genes.
- B Distribution of the allelic ratio in NPCs of X-linked genes expressed biallelically in ESCs. Dashed line represents allelic ratio of 0.135 used as a threshold for X-inactivation. Genes below the threshold are considered X-inactive.  $n = 294$  genes.
- C Boxplots of allelic ratio of genes located on chromosome 13 ( $n = 294$ ). Dashed line indicates the biallelic ratio of 0.5. Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range.
- D Expression of  $X^{mus}$  genes in ESCs belonging to the indicated categories. The numbers above the bars indicate  $P$ -values (two-sample unpaired Wilcoxon–Mann–Whitney test with  $R$  defaults). Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range.  $n = 295$  genes.
- E Expression of  $X^{mus}$  genes in XGFP–PGCLCs belonging to the indicated categories. The numbers above the bars indicate  $P$ -values (two-sample unpaired Wilcoxon–Mann–Whitney test with  $R$  defaults). Box plots depict the first and third quartiles as the lower and upper bounds of the box, with a band inside the box showing the median value and whiskers representing 1.5x the interquartile range.  $n = 295$  genes.
- F Venn diagram of the overlap between X-inactivation gene groups in this study with the early, late and escapee genes during embryoid body (EB) differentiation (Marks *et al*, 2015)
- G Marker gene expression projected onto the UMAP plot of Fig 3G.
- H Violin plots showing the pluripotency score of E6.5 clusters calculated using the expression of *Pou5f1*, *Sox2*, *Nanog*, *Klf2*, *Esrrb*, *Dppa3*, *Tfcp2l1* and *Prdm14*. Dots represent single cells. The numbers above indicate  $P$ -values (two-sample unpaired Wilcoxon–Mann–Whitney test with  $R$  defaults).

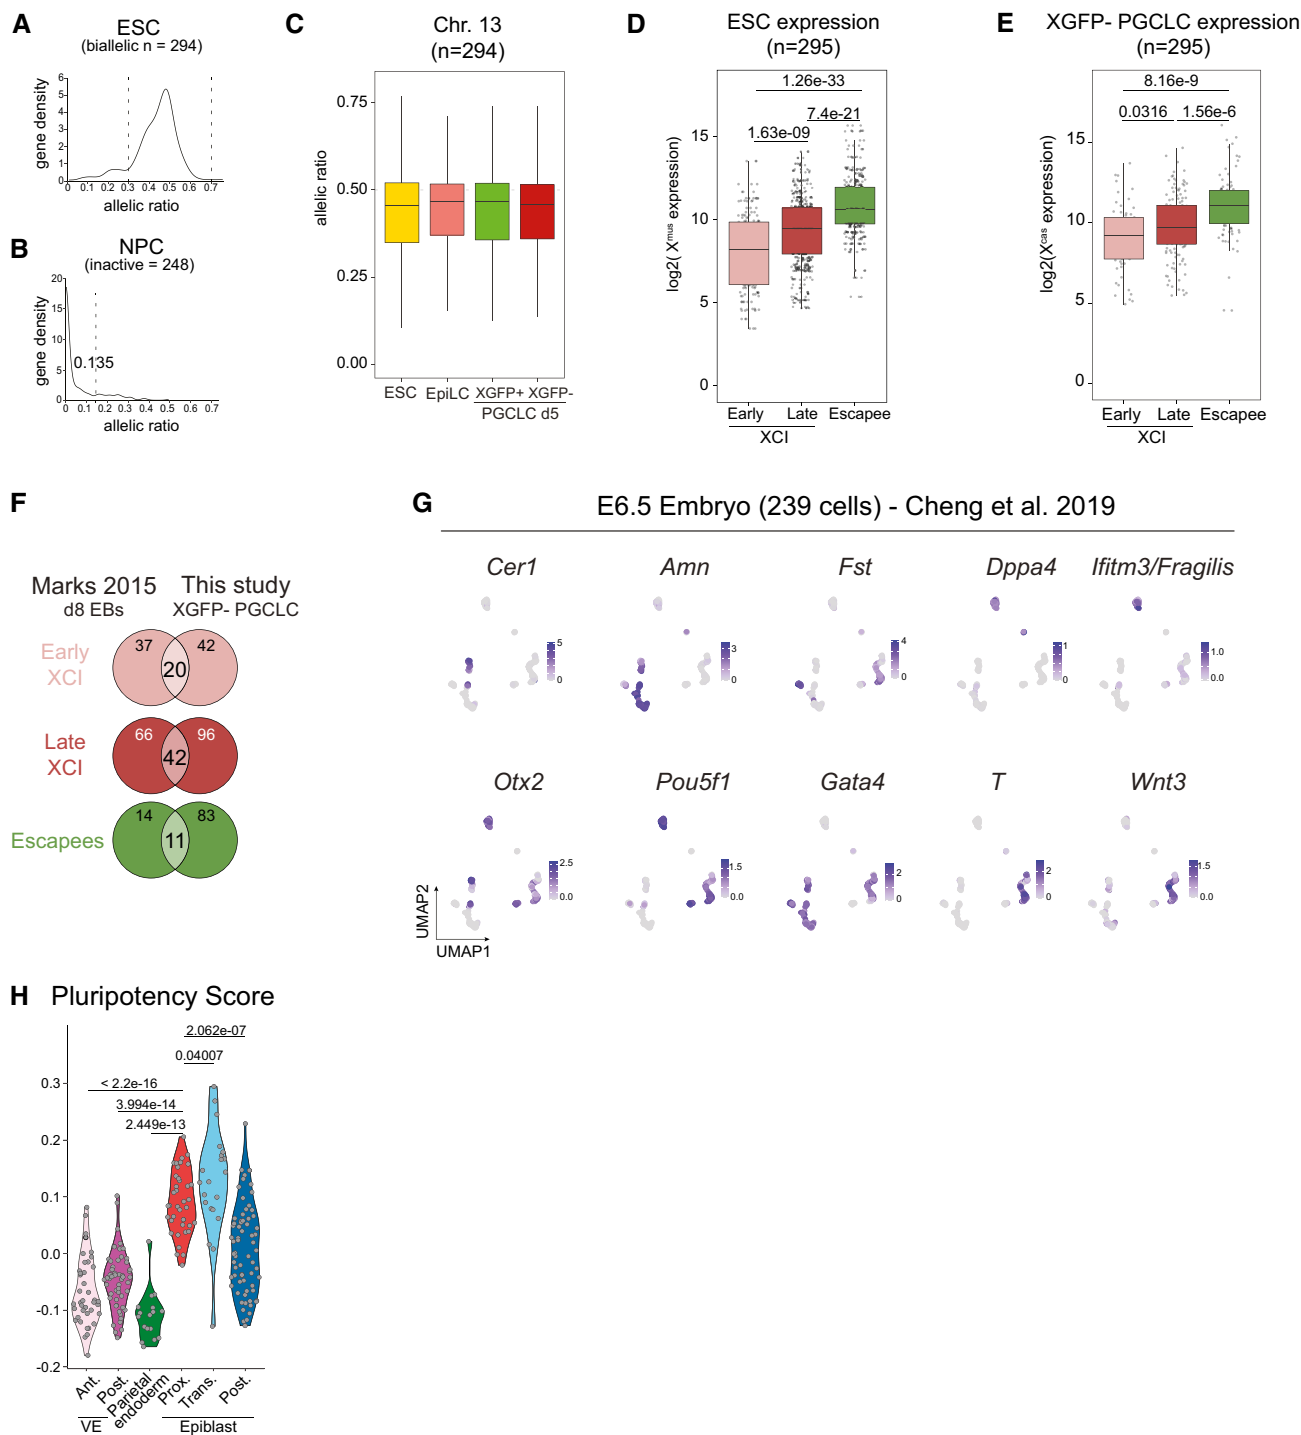

Figure EV3.

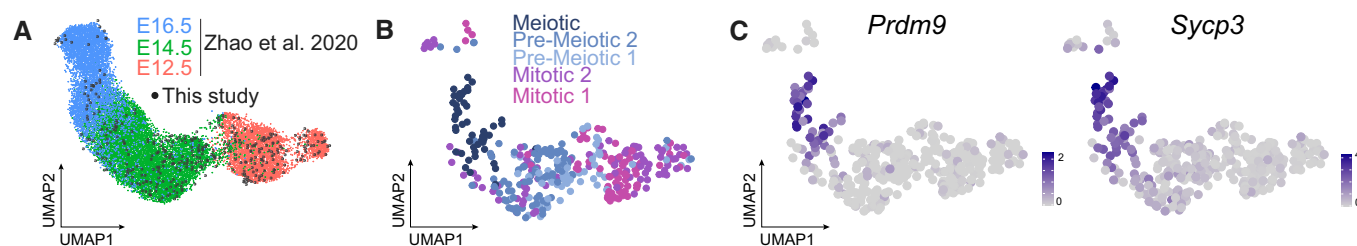

**Figure EV4. Single-cell RNA-seq of maturing germ cells using the rOvary system in comparison to *in vivo* data.**

- A Integration with *in vivo* published single-cell RNA-seq data from E12.5 (red), E14.5 (green) and E16.5 (blue) (Zhao *et al*, 2020). Black dots represent cells from *in vitro* rOvaries from this study.
- B Distribution of germ cell maturation clusters from rOvaries identified in this study, along the *in vivo* UMAP projection.
- C Meiotic marker gene expression of germ cell maturation clusters from rOvaries identified in this study, projected onto the *in vivo* UMAP plot. Cells on top left of the plot (in B and C), despite falling into the E16.5 cluster, represent deviant cells of abnormal character by not showing expression of late meiotic markers *Prdm9* and *Sycp3*.

How the deposited data were processed for this re-analysis (not part of the article)

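Bulk RNA was measured in 16 libraries, 4 each of ESCs, EpiLCs after 4 days, and XGFP+ and XGFP− PGCLCs sorted after 5 more days. The text of the paper describes the 4 libraries of a group as 2 clones with 2 technical replicates each, and its figure legends as 4 biological replicates. Column labels give only the numbers 1 to 4, so the clone of a library was not used, the 4 libraries were treated as independent, and analyses by clone were not run. 4 columns of neural progenitor cells from another study were not used.

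The bulk expression values are a normalized signal that the authors made from stranded total RNA reads: alignment with STAR to mm10 with the strain SNP positions masked, WASP filtering, counting with HTSeq, and division of each library by its DESeq2 size factor. The table holds 16335 genes, of which 232 have no name in GENCODE vM21. Whole reads were recovered from the steps between values, and all values of the lowest library lie within 0.01 of a whole read. Recovered reads on genes ran from 29.8 M to 46.5 M per library. The design had planned limma-trend for normalized values, and edgeR and DESeq2 were run as alternatives on the recovered reads.

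The allelic values are a fraction that the authors computed per gene and library, the mus (129S1/SvImJ) reads over mus plus cas (CAST/EiJ) reads. No read numbers come with them, so their counting error is unknown, and 0 also stands for genes without allelic reads. They cover 1302 X-linked genes and 670 genes of chromosome 13, of which 1019 are at 0 in all 16 libraries. Biallelic in ESCs (mean ratio above 0.3 and below 0.7) were 232 X-linked genes, 201 of them with a mean normalized count above 10, and 263 genes of chromosome 13. The main settings gave 67 early XCI genes, 104 late XCI genes and 66 escapees, with 166 genes at or below 0.135 in XGFP− PGCLCs, and an ESC window of 0.2 to 0.8 gave 133 early XCI genes. The paper's clustered gene list (289 genes) shares 144 genes with these values, and 143 of them are biallelic here. The PCA of ratios used 309 genes.

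Single-cell RNA was measured in 552 wells: 94 XGFP+ constitutive, 144 XGFPhigh, 144 XGFPintermediate and 136 XGFPlow rOvary cells, 24 ESCs and 10 empty wells. The values are read counts per gene that the authors deposited unscaled, for 15718 genes with an older annotation, of which 90.8% have a name in GENCODE vM21. The most reads in an empty well were 242. The X-linked ratios per cell are again a fraction made by the authors, after their own filters on allelic reads, for 219 genes and 440 cells, with 38.6% of entries missing. Cells were kept with at least 4000 genes, at least 10000 reads and at most 5% mitochondrial reads (88, 125, 128 and 121 rOvary cells in the order given above), and for clustering with a natural-log normalized *Dazl* above 1 (76, 118, 116 and 91 cells, 401 in all). With allelic ratios as well these are 379 cells, or 383 when the *Dazl* limit is read on a log2 scale. The 5 clusters hold 119, 107, 61, 60 and 54 cells, of which 115, 97, 61, 52 and 54 have allelic ratios. 1 cell was sorted per well and no doublet caller was run. The labels give 5000 PGCLCs per rOvary and the paper's methods 10000, with 75000 somatic cells, and this was not settled. Labels and paper also differ in the single-cell read length, 100 and 75 nt.

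Differential expression used limma 3.58.1 (limma-trend, all 16 libraries in 1 model, log2 of normalized count plus 1, mean normalized count above 10, 16281 genes) with Benjamini-Hochberg FDR below 0.001. Alternatives were pseudocounts of 0.5 and 10, other filters on the mean count, the compared groups alone, quantile normalization, the edgeR 4.0.16 quasi-likelihood test with TMM factors, the DESeq2 1.42.0 Wald test, leaving out each library, an absolute log2 fold change above 1, and the replicate number as a block. Tested on simulated data with 200 changed genes among 16281, limma recovered 89.5%, edgeR 91% and DESeq2 88.5% of them, without a call among unchanged genes. The replicate numbers of the column labels were checked for pairing: deviations of XGFP+ and XGFP− libraries with the same number correlate with r of 0.253, 0.135, 0.20 and 0.307 across genes, against means of −0.0748, −0.0395, −0.0694 and −0.114 for other numbers, while r for the other pairs of groups lay between −0.0105 and 0.16.

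Genes named in the text are those the paper names for these experiments, *Xist*, the 3 largest increases and decreases among called genes with a mean normalized count above 100 whose libraries do not overlap between groups, and the extreme X-linked genes per category. The markers *Mael*, *Sycp3*, *Hormad1*, *Tex19.1*, *Prdm9*, *Ddx4*, *Morc1*, *Dppa3* and *Nanog* are in the paper's figures or text. Positions are those of GENCODE vM21 on mm10. The PCA used the 500 most variable genes. Permutation tests on libraries are exact and two-sided, with 0.0286 as the smallest p for 4 against 4. Tests over genes used 100000 resamples.

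Clusters were made with Seurat 5.3.0 (2000 variable features, 20 principal components, resolution 0.8), with fixed marker genes left out of the features. Marker lists were mitotic-like (*Nanog*, *Morc1*, *Esrrb*, *Sox2*, *Pou5f1*, *Prdm14*, *Tfap2c*, *Nanos3*), pre-meiotic-like (*Ddx4*, *Stra8*, *Rec8*, *Zglp1*, *Tex14*, *Dazl*, *Mael*), meiotic-like (*Sycp3*, *Sycp1*, *Prdm9*, *Spo11*, *Hormad1*, *Smc1b*, *Dmc1*, *Tex101*) and gonadal somatic (*Wt1*, *Gata4*, *Nr2f2*, *Amhr2*, *Foxl2*, *Col1a2*, *Col3a1*, *Krt18*). A cluster took the name of the list with the highest mean z-score when at least 3 of its markers were detected in at least 25% of cells. Alternatives changed the resolution (0.4 and 1.2), the principal components (10 and 30), the features (1000), and left out X-linked genes, kept marker genes or kept only cells with allelic ratios. Shares of cells carry exact (Clopper-Pearson) 95% intervals, and a share of 0 its upper limit. Pooled reads on *Col1a2* and *Col3a1* came to 378 per 1e+06 reads in XGFPintermediate cells. For marker shares, cells were also thinned to 50000 reads. Within the lane of the constitutive cells, 95% intervals of *Sycp3* and *Prdm9* reads came from 10000 resamples of cells. Reactivation classes cover 108 of 111 X-linked genes with bulk and single-cell ratios, 98 of them when only genes biallelic in ESCs count.

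Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The truncated supplementary tables, the in vivo comparisons, cell cycle assays, RNA velocity and gene set enrichment were not analysed here.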

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

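The tests of *Dazl* in XGFPlow and XGFPintermediate cells without allelic ratios were chosen only after the result was seen. The other tests in this part and the limits for a sample far from its group were set before the data were examined.

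Of 140 groups of 4 bulk libraries, 3 had 1 library far from the other 3, where chance gives about 1 in 20. *Tuba3b* had 27.8 normalized counts in 1 XGFP− library against 9.53, 10.2 and 12.5. *Prdm14* had 3019 in 1 XGFP+ library against 3511, 3531 and 3583. *Ddx4* had 614.1 in 1 EpiLC library against 494, 509.7 and 511. That is fewer groups than chance alone gives. No technical cause was tested for these 3 libraries, the design names no condition that sets them apart, and no biological explanation was tested. Their clones are not known here.

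A signal in data the paper does not report on was looked for in the empty wells. The empty well with the most reads held 0.0689% of the reads of the median XGFP+ constitutive well. At this level, stray reads in a well add little to a cell's total, while single reads of a marker in a cell may still be stray. For *Prdm9* the level of 11.4% of XGFP+ constitutive cells with reads at 50000 reads per cell is therefore no proof of expression in those cells. No biological explanation was tested for the empty wells.

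A second signal outside what the paper reports is in XGFPlow cells. Of the 33 XGFPlow cells that pass the limits on genes, reads and mitochondrial reads but have no allelic ratios, 19 have *Dazl* above 1, or 57.6% (95% interval 39.2 to 74.5), against 81.8% of those with ratios. Over the sorted populations, 22 of 45 cells without ratios pass this limit, and 1 of 9 XGFPintermediate cells, or 11.1% (0.281 to 48.25), against 96.6% of XGFPintermediate cells with ratios. Cells other than germ cells are therefore a candidate explanation for the XGFPintermediate cells without ratios. For XGFPlow cells, the interval spans 50%, so such cells stay open as a cause. Low depth is argued against for XGFPlow cells, since the median reads of XGFPlow cells without ratios are 0.889 times those of cells with ratios. Among *Dazl*-positive XGFPlow cells, those without ratios have a median of 2.71% of reads on X-linked genes (quartiles 2.61 and 3.39), against 3.82% (3.47 and 4.10) with ratios. The authors' filter asks for reads from each genotype, so a silenced X mus may have removed these *Dazl*-positive cells, and the lower share of X-linked reads is what that needs. If so, ratios of XGFPlow cells with values would lie above those of all XGFPlow cells. Loss of an X chromosome would lower the share in the same way and was not tested. Other differences between the sorted populations stay open as untested biological explanations.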

How the results depend on the processing

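The tests chosen after the data were seen are the replicate block, the restrictions to genes of Dataset EV3, to genes above a mean count of 10 and (for XCR) to genes biallelic in ESCs, and the clusters of cells with allelic ratios alone.

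No alternative reversed or weakened a result with a test. PCA separation (22 values), the X-linked shifts from ESCs (42 values), chromosome 13 (8), *Xist* (34), expression of escapees (6), X-linked expression change (27) and the early against late XCR difference (12) kept their direction and side of the threshold under each alternative run. So did 467 values of named genes. The other 6 became calls, for *Prdm1*, *Prdm14* and *Esrrb*.

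Of 36 counts of called genes, 34 stayed within 1.5 times 1833 higher and 2040 lower. An absolute log2 fold change above 1 gave 662 higher and 1159 lower, and with them the share of higher genes fell from 47.33% to 36.35%, since the limit removes small changes. Without XGFP− replicate 2, 1369 genes were higher, the lowest such count, and the highest was 1702. Lower genes ran from 1672, without XGFP+ replicate 2, to 1935. Replicate numbers used as a replicate block, for paired libraries, gave 1992 and 2178 genes, 3749 of them among the 3873 called without it, and changed no call of a named gene. Of the 35 splits of the 8 PGCLC libraries, 1, the real split, gave as many genes, so chance can be excluded at 0.05. It was also the 1 of 8 splits that part each replicate number, which alone are too few to exclude chance.

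XCI counts, as a percent of X-linked genes with a ratio (counts are in the processing summary), were 5.146% early, 7.99% late and 5.07% escapees. Early genes were 3.30% at threshold 0.10, 10.2% and 2.69% with ESC windows of 0.2 to 0.8 and 0.4 to 0.6, 2.15% among genes above a mean count of 100 and 2.38% among genes of Dataset EV3. Late genes were 4.38% and 5.07% under the last 2. The windows and the last 2 settings change how many genes can be counted, and a lower threshold lowers the early count by construction. The other 19 early, 22 late and 24 escapee values stayed within 1.5 times. For XCR, late genes were 6 at threshold 0.20 and 5 with the median over cells, for which the cause was not tested, and the other 10 late and 12 early values stayed within 1.5 times of 13 and 42.

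In single cells, 80 of 96 shares per cluster name stayed within the counting interval. At resolution 1.2, where 2 clusters got no name and scored highest for gonadal somatic markers (0.152 and 0.844), 53.9% of XGFP+ constitutive and 68.6% of XGFPhigh cells were mitotic-like, and 26.7% of XGFPintermediate and 31.9% of XGFPlow cells pre-meiotic-like. With 10 principal components or without X-linked genes, 1 cluster without a name, also highest for somatic markers (0.608 and 0.528), left 80.3% and 82.9% of XGFP+ constitutive cells mitotic-like. At resolution 0.4, cluster 4 joined the pre-meiotic-like cells, which then held 8.47% of XGFPhigh, 68.97% of XGFPintermediate and 84.6% of XGFPlow cells, with 1.72% and 2.20% of the last 2 mitotic-like. Cells with allelic ratios alone gave 8.47%, 68.7% and 81.9% pre-meiotic-like, and 1.74% and 0% of the last 2 mitotic-like. The median of gene ratios per cell gave 0.293 in XGFPintermediate and 0.214 in XGFPlow cells, against 0.338 and 0.299, for which the cause was not tested. The other 15 ratios stayed within the interval.

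Of 30 marker shares, 19 stayed within it. Fewer reads or a higher limit lower such a share by construction. With at least 5 reads, *Prdm9* was in 10.2% and *Sycp3* in 20.45% of XGFP+ constitutive cells, and *Sycp3* in 56.8% of XGFPhigh cells. Thinned to 50000 reads, *Prdm9* was in 11.4% of XGFP+ constitutive and 19.2% of XGFPhigh cells, and *Sycp3* in 28.4%, 37.6%, 77.3% and 51.2% of XGFP+ constitutive, XGFPhigh, XGFPintermediate and XGFPlow cells. Lane 2 alone, with 16 and 15 cells, had *Prdm9* in 18.75% of XGFPintermediate and 13.3% of XGFPlow cells, and the cause was not tested.

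Models by clone (blocks, averages of technical replicates, 1 clone alone, an interaction) were not run, since the clone of each library is not linked to its values, and the overlap with the embryoid body list was not tested. How far depth limits the calls was not tested, since the self-test, in which limma recovered 89.5% of simulated changes, did not vary depth. Allelic values come without reads, so what depth limits there is not known.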

Differences from the paper's values

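None of the tests in this part was chosen only after the result was seen, except where a sentence says so.

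In XGFP+ PGCLCs, 17 X-linked genes had a mean ratio at or below 0.135, where the paper shows about 5 in Fig. 3B, read by eye. Of the 17, 13 are at 0 in all 4 libraries, a value that also stands for genes without allelic reads, and leaving them out, a step chosen after the values were seen, gives 4. No other alternative was computed for this count.

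Reads per library ran from 29.8 M to 46.5 M here, against the paper's 50 M to 75 M. The values here are reads on genes, the paper does not say at which step its reads were counted, and no alternative was set for them.

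The counts used here hold 94 wells of XGFP+ constitutive cells, and the paper gives 188 cells. No alternative was set for this number.

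Of genes with a class of reactivation, 42 were escapees here, against the paper's 78. The totals differ too, and as a share of the classed genes escapees are 38.9% here and 48.4% of the paper's 161. Each alternative set before the data were examined differs too (33 at threshold 0.20 to 50 at threshold 0.10, 42 under the others). So does the restriction to genes biallelic in ESCs and the one to cells with allelic ratios, both chosen after the values were seen (41 and 42). None reached the paper's value.

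The paper names *Prdm1*, *Prdm14* and *Tfap2c* as higher in XGFP− PGCLCs. All 3 have a higher mean there, but none passed FDR 0.001 (0.00143, 0.573 and 0.0337). *Prdm1* was called with a pseudocount of 10 (FDR = 0.000981), with the compared groups alone (5.4e-07), by edgeR (0.000454) and by DESeq2 (1.35e-05), out of a range of 5.4e-07 to 0.0051. *Prdm14* was called with the compared groups alone (0.000782, range up to 0.681), and *Tfap2c* under no setting run (0.00185 to 0.0911).

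The paper lists *Esrrb* among genes that are lower in XGFP− PGCLCs. It fell by 0.51 on the log2 scale here with FDR = 0.0619, and was called with the compared groups alone (3.4e-05, range up to 0.129).

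The paper describes X-linked ratios of XGFP+ PGCLCs as like those of ESCs. Here their median was lower by a shift of −0.0732, with no overlap between the 4 and 4 libraries.

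The paper's mitotic cells come mainly from XGFPhigh and XGFP+ constitutive cells. Here cluster 4 also took the mitotic-like name, with 43.3% XGFPintermediate and 48.3% XGFPlow cells, and resolution 0.4 and the clusters of cells with allelic ratios alone (chosen after the values were seen) leave 1.72% and 1.74% of XGFPintermediate cells mitotic-like.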

Other observations

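Chosen only after the result was seen were the tests of XGFP− PGCLCs among the XGFP+ PGCLCs, of a shift of ratios on every chromosome, of *Sycp3* per cell within 1 lane, and both tests of cells with at least 100 collagen reads. The other tests in this part were planned.

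X-linked ratios are lower in XGFP+ PGCLCs than in ESCs by a shift of −0.0732. A shift of ratios on every chromosome is argued against by chromosome 13, whose median differed by 0.00184 (exact two-sided permutation test on library medians, n = 4 per group, p = 0.714). If XGFP− PGCLCs among the sorted cells were the cause, their share would have to be 16.4%, which would bring 1098 normalized counts of *Xist*. The XGFP+ libraries had 668, or 0.608 times that level, which argues against such cells as the whole cause. Partial silencing in XGFP+ PGCLCs may explain the rest, and a smaller share of XGFP− cells stays open as part of it.

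Total expression of biallelic X-linked genes changed by a median of −0.37 on the log2 scale from XGFP+ to XGFP− PGCLCs, and 0 of 10000 random autosomal lists matched for expression were as low (95% of the lists lie within −0.03 to 0.08). Loss of X mus transcripts with an unchanged X cas is argued against, since the X cas share of expression rose by a median of 0.106. The rise was 0.40 for early XCI genes, outside the 95% range of random lists (−0.10 to 0.16), while 0.07 for late genes and 0.08 for escapees lie inside theirs (−0.06 to 0.10 and −0.07 to 0.10). Among genes with a mean normalized count above 100 in every group, the rise for late genes was 0.1265, just outside its range (−0.0532 to 0.1117), and that for escapees 0.0951, inside its range (−0.0614 to 0.1008), so whether late genes rise depends on the genes taken. Higher output of the active X for early XCI genes is a candidate explanation, found and tested on the same data. The biological states of the populations differ in other ways that were not tested.

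Escapees are more highly expressed in ESCs than early XCI genes. Ratios of 0 from genes with few or no allelic reads could bring such a difference about. Among 28 early genes and 47 escapees with a mean normalized count above 100 in every group it was still 1.65 (two-sided permutation test over genes, 100000 resamples, p = 0.00082), which argues against this as the whole cause. No biological explanation was tested.

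Median distances from the *Xist* locus were 32.6 Mb for early XCI genes, 41.5 Mb for late XCI genes and 42.1 Mb for escapees. Early genes and escapees did not differ detectably (two-sided permutation test over 60 and 66 genes, p = 0.342), so a role of distance in the timing cannot be told apart from none with these numbers of genes.

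Over all lanes, fewer XGFP+ constitutive than XGFPintermediate cells have reads on meiotic markers. Lower depth is argued against as the whole cause, since at 50000 reads per cell *Prdm9* was in 11.4% of constitutive (95% interval 5.59 to 19.9) and 34.4% of XGFPintermediate cells (26.2 to 43.3). All constitutive cells were in 1 lane. Within it, pooled *Sycp3* was 58.4 RPM in 16 XGFPintermediate, 125.7 in 14 XGFPhigh and 140.6 in 15 XGFPlow cells, against 16.5 in constitutive cells. The interval from resampled cells for constitutive cells (6.54 to 34.06) overlaps those for XGFPintermediate (32.01 to 95.6) and XGFPhigh cells (lower end 7.44), but not that for XGFPlow cells (41.7 to 280.3). The median per cell was 51.3 RPM (22.15 to 95.9) in XGFPintermediate and 3.46 (0 to 6.58) in constitutive cells, which argues against the lane as the whole cause of *Sycp3* being lower there than in XGFPintermediate cells. The medians of XGFPhigh (9.92, 4.57 to 32.6) and XGFPlow cells (81.85, 0 to 146.8) have intervals that overlap that of constitutive cells. *Prdm9* was in 18.75% of XGFPintermediate and 28.6% of XGFPhigh cells of the lane, below and above the 23.9% of constitutive cells. Its pooled 6.19 RPM in XGFPintermediate (0 to 14.2) and 5.79 in constitutive cells (1.92 to 12.15) hardly differ, so for *Prdm9* lane and population cannot be told apart with so few cells. The parental PGCLC population stays open as an untested biological explanation.

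Reads on the collagen genes *Col1a2* and *Col3a1* are in 27 sorted rOvary cells, and 9 of them, 5 XGFPintermediate and 4 XGFPlow cells, hold at least 100 such reads. Pooled over the cells of a population, they are highest in XGFPintermediate cells (value in the processing summary), with 53.65 RPM in XGFPlow, 1.15 in XGFP+ constitutive and 0.544 in XGFPhigh cells, against 0.538 in ESCs. Of the 27 cells, 11.1% also hold reads on at least 4 of 6 other gonadal somatic markers. For the cells with fewer collagen reads, at most 66, somatic RNA and stray reads cannot be told apart. For the 9 cells, stray reads at the level of empty wells are argued against, since the fewest collagen reads among them are 1.43 times the most reads of all genes in an empty well. Of the 9, 8 have no *Dazl* read, and 11.1% (0.281 to 48.25) have *Dazl* above 1, against 88.3% of the other cells. Cells other than germ cells, such as gonadal somatic cells, are a candidate explanation for them, and their RNA in wells of germ cells stays open for the 1 cell with *Dazl*. Of these 9, 7 have no allelic ratios. No biological explanation was tested.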
